# Palmitic acid alters enhancers/super-enhancers near inflammatory and efferocytosis-associated genes in human monocytes

**DOI:** 10.1016/j.jlr.2025.100774

**Published:** 2025-03-09

**Authors:** Vinay Singh Tanwar, Marpadga A Reddy, Suchismita Dey, Vajir Malek, Linda Lanting, Zhuo Chen, Rituparna Ganguly, Rama Natarajan

**Keywords:** free fatty acids (FFA), genomics, inflammation, dyslipidemias, diabetes, obesity, monocyte, macrophage, epigenetic mechanisms, phagocytosis

## Abstract

Free fatty acids like palmitic acid (PA) are elevated in obesity and diabetes and dysregulate monocyte and macrophage functions, contributing to enhanced inflammation in these cardiometabolic diseases. Epigenetic mechanisms regulating enhancer functions play key roles in inflammatory gene expression, but their role in PA-induced monocyte/macrophage dysfunction is unknown. We found that PA treatment altered the epigenetic landscape of enhancers and super-enhancers (SEs) in human monocytes. Integration with RNA-seq data revealed that PA-induced enhancers/SEs correlated with PA-increased expression of inflammatory and immune response genes, while PA-inhibited enhancers correlated with downregulation of phagocytosis and efferocytosis genes. These genes were similarly regulated in macrophages from mouse models of diabetes and accelerated atherosclerosis, human atherosclerosis, and infectious agents. PA-regulated enhancers/SEs harbored SNPs associated with diabetes, obesity, and body mass index indicating disease relevance. We verified increased chromatin interactions between PA-regulated enhancers/SEs and inflammatory gene promoters and reduced interactions at efferocytosis genes. PA-induced gene expression was reduced by inhibitors of BRD4, and NF-κB. PA treatment inhibited phagocytosis and efferocytosis in human macrophages. Together, our findings demonstrate that PA-induced enhancer dynamics at key monocyte/macrophage enhancers/SEs regulate inflammatory and immune genes and responses. Targeting these PA-regulated epigenetic changes could provide novel therapeutic opportunities for cardiometabolic disorders.

Elevated levels of free fatty acids (FFA) are associated with insulin resistance, dyslipidemia, increased low-density lipoprotein, and inflammatory cytokine levels, all of which play crucial roles in cardiometabolic diseases such as obesity, atherosclerosis, and type 2 diabetes (T2D) (1, 2). Palmitic acid (C16:0) (PA), a long-chain saturated fatty acid (FA), is derived from the diet or endogenous synthesis via de novo lipogenesis in the liver and intracellular lipolysis in adipose tissues (2, 3). Experimental and clinical studies suggest that elevated levels of PA from both exogenous and endogenous sources are adversely associated with cardiometabolic disease risk and mortality (3, 4). Palmitate, primarily taken up by cells through the cluster of differentiation 36 (CD36) membrane transporter or via other mechanisms such as albumin-mediated transfer, promotes insulin resistance, adipose tissue inflammation, hepatic steatosis, endothelial dysfunction, and activation of monocyte/macrophages, factors known to increase cardiometabolic risk (2, 5, 6). In obesity, insulin resistance and T2D, PA-induced activation of monocyte/macrophages enhances the production of inflammatory cytokines like tumor necrosis factor-alpha (TNF-α) and Interleukin (IL)-1β, and dysregulates key macrophage functions implicated in inflammatory cardiometabolic diseases (7, 8, 9).

Macrophages exhibit remarkable plasticity and orchestrate both pro-inflammatory and resolution phases in atherosclerosis (7, 10). Treatment of human monocytes with a mixture of free fatty acids containing PA-induced adhesion to endothelial cells, intracellular reactive oxygen species (ROS) formation, CD11b expression, and Protein kinase C activation. PA also induced the expression of *CXCL10* and other pro-inflammatory mediators via NF-κB activation in human macrophages. Conditioned medium from PA-treated macrophages also promoted lymphocyte migration (11). In obesity, macrophages are increased in adipose tissue, where they form crown-like structures around necrotic adipocytes while inflammatory cytokines released by these adipose tissue macrophages (ATMs) contribute to insulin resistance and metabolic dysfunction (12). PA released by adipose tissue not only induces inflammatory responses in macrophages but also impairs macrophage phagocytosis and efferocytosis, key functions of macrophages in homeostatic mechanisms responsible for the clearance of dead cells and inflammation resolution, further contributing to the pathogenesis of inflammatory cardiometabolic diseases (13, 14). While these studies underscore the proinflammatory and adverse effects of PA in monocytes/macrophages, the specific molecular mechanisms regulating pathologic genes, including the potential involvement of epigenetic mechanisms, remain poorly understood.

Enhancers are cis-regulatory elements in the genome that are usually distal to promoters and contain binding sites for multiple transcription factors (TFs). They can control gene expression patterns by interacting with promoters from long distances during development and disease. Genome-wide analyses have demonstrated that specific chromatin signatures are associated with enhancers, including histone H3 lysine 4 mono-methylation (H3K4me1), H3K4me2, and H3K27 acetylation (H3K27ac), which are also helpful in characterizing the transitions of enhancers from inactive to primed or active states, and from activate to inactive states and in regulating genes under diverse biological responses (15, 16). Furthermore, clusters of enhancers known as Super enhancers (SE)s, exhibit even higher densities of TF binding sites and regulate tissue-specific gene expression (17, 18). Enhancer activity is tightly regulated by TFs, coactivators, co-repressors, and histone modifications, which modulate enhancer function via chromatin remodeling to facilitate enhancer-target promoter loops and regulate tissue-specific gene expression (15, 16). Enhancers often harbor genetic variants associated with human disorders, including cardiometabolic disease, and are thus important regulatory regions (19, 20).

Dynamic changes in key histone modifications and subsequent enhancer reprogramming play important roles in regulating genes associated with the differentiation of monocytes to macrophages as well as their phenotypes and functions in inflammatory cardiometabolic disease. (21, 22, 23, 24). Enhancers have emerged as crucial epigenetic regulators of gene expression in diabetes and its complications (25, 26). However, the regulation of enhancers and SEs associated with pathologic gene expression in PA-stimulated human monocytes and macrophages remains unknown.

Here, we investigated correlations between dysregulated enhancers and SEs, enhancer-promoter interactions and gene expression in human CD14^+^ monocytes treated with PA using a combination of histone H3K27ac ChIP-seq, RNA-seq, and promoter capture Hi-C data (PCHi-C), which examines long-range genomic interactions). We found that PA treatment extensively altered the human monocyte enhancer landscape, with upregulated enhancers at inflammatory genes and downregulated enhancers at phagocytosis/efferocytosis-related genes. PA also increased chromatin loop interactions between enhancers and promoters of inflammatory genes (e.g., Interleukin 1 receptor-associated kinase 2 (*IRAK2*), while it inhibited interactions at genes associated with efferocytosis (e.g., MER proto-oncogene, tyrosine kinase (*MERTK*). Genes induced by PA were similarly dysregulated in macrophages exposed to infectious agents and from mice and humans with cardiometabolic diseases. Moreover, we found the enhancer/SE regulator/co-activator Bromodomain containing protein 4 (BRD4) and proinflammatory TF nuclear factor kappa B (NF-kB) play key roles in PA-induced gene expression. PA treatment functionally inhibited phagocytosis as well as efferocytosis in macrophages. In addition, PA-induced enhancers harbored key genetic variants associated with metabolic disorders, and these variants were associated with changes in nearby genes involved in inflammation. These findings provide new insights into epigenetic mechanisms regulated by PA at enhancers/SEs that regulate genes involved in monocyte/macrophage dysfunction relevant to cardiometabolic disease.

## Materials and Methods

### Study Approval

All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC), and an approved IACUC protocol #99001 at City of Hope. Experiments with human monocytes were performed in accordance with the guidelines of the Institutional Review Board (IRB) and approved protocol (IRB # 00123). The studies in this work abide by the Declaration of Helsinki principles.

### Animal studies

Male type 2 diabetes db/db mice (BKS.Cg-m+/+leprdb/J, catalog no. 00642), and nondiabetic db/+ littermates, male *Apoe*^*−/−*^mice (8 weeks) on the C57BL/6 background (B6.129P2-Apoetm1Unc/J, catalog no. 002052) were obtained from Jackson Laboratory (Bar Harbor, Maine). Peritoneal macrophages were isolated from control (db/+) and diabetic mice (db/db) mice as described earlier (27, 28). *Apoe*^*−/−*^ mice were injected with vehicle or 5 consecutive low doses of Streptozotocin (50 mg/kg) to induce diabetes (27). 20 weeks later when the *Apoe*^*−/−*^mice developed accelerated atherosclerotic lesions, mice were euthanized, and bone marrow cells were collected from femurs and differentiated into bone marrow-derived macrophages (BMDMs) with M-CSF1 (20 ng/ml, 7 days).

### Cell culture

Human CD14^+^ monocytes were obtained from commercial sources (All Cells) or isolated using peripheral blood monocytes (PBMC) from the blood of normal healthy donors using negative immunomagnetic selection kits (Stem Cells), and cultured in RPMI medium with 10% FBS, penicillin (100 U/ml), streptomycin (100 μg/ml), 2 mmol/L glutamine, 5.5 mmol/L glucose (29). In some experiments, human CD14^+^ monocytes or PBMC were also differentiated into macrophages using M-CSF1 (50 ng/ml) for up to 1 week and treated as indicated. THP1 monocytic cell line (ATCC, catalog no. TIB-202) was cultured in the same medium as primary CD14^+^ monocytes with 50 μM β-mercaptoethanol. THP1 cells were differentiated into macrophages (THP1-macrophage) using PMA (phorbol 12-myristate 13-acetate; 20 ng/ml, up to 48 h). Palmitic acid (PA) stock solution was prepared using 10% BSA. For all experiments in this study, cells were treated with 200 μM of PA or vehicle BSA (0.2%) for 24 h unless otherwise indicated. In some experiments, cells were pre-treated with the BRD4 inhibitor JQ1 (0.5 μM) for 2 h or the NF-κB inhibitor BAY 11–7082 (5 μM), for 1 h, and then PA solution was added to the wells and incubated for additional 24 h. Jurkat T cell line was obtained from (ATCC, catalog no. TIB-152) and cultured in RPMI medium supplemented with 10% FBS and penicillin/streptomycin.

### RNA isolation and RT-q-PCR

RNA was isolated with RNeasy mini (Qiagen, catalog no. 74106) or Direct-zol RNA isolation kits (Zymo Research, catalog no. R2063) according to the manufacturer’s instructions and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) reactions were performed as described earlier (29, 30). Briefly, up to 1 μg of total RNA was converted to cDNA using Prime Script^TM^RT Master Mix (Cat. No. RR036A, Takara), and cDNA was used for qPCR with gene-specific primers. Primers used in the manuscript are listed in supplemental Table S1.

### ChIP and ChIP-Seq

Human CD14^+^ monocytes were treated with PA (200 μM) or vehicle BSA for 24 h. After treatment, cells were fixed using 1% formaldehyde for 10 min, and glycine (125 mM) was added, followed by incubation for 5 min at room temperature. Then cells were washed twice with PBS containing protease inhibitor (Roche, cat#04693132001). Cells were lysed and sonicated for 10 cycles (30 s on 30 s off cycle) using Bioruptor Pico sonicator (Diagenode). About 10% of chromatin from each reaction was saved as input DNA. An equal amount of chromatin from each sample was incubated overnight at 4°C with an antibody to histone H3K27ac (Abcam, Cat # ab4729) or rabbit IgG (negative control for ChIP). Following incubation, magnetic protein G Dynabeads (25 μl, Invitrogen, catalog no. 10004D) were added to capture the immune complexes and incubated for 2 h at 4°C. Subsequently, beads were washed with buffers containing low salt, high salt, and LiCl as described earlier (27, 31). The H3K27ac enriched DNA samples were isolated by reverse-crosslinking by incubation at 65°C overnight. Then, proteins were digested with proteinase K and DNA was isolated using phenol-chloroform extraction followed by ethanol precipitation. The ChIP-seq libraries were prepared from two biological replicates (N = 2) and high-throughput sequencing was performed at the City of Hope’s Integrative Genomics Core as described earlier (31). ChIP DNA was also analyzed by qPCR using indicated enhancer or promoter primers.

### Phagocytosis assays

Human PBMC-derived macrophages were treated with PA (200 μM) for 24 h. Phagocytosis was performed using the Vybrant phagocytosis assay kit (ThermoFisher, V6694) as described earlier (27). Briefly, 100,000 macrophages were plated in a 96-well plate for 2 h followed by incubation with fluoresceine-labeled *E. coli* bioparticles and 2h later, trypan blue was added to quench fluorescence from extracellular beads. Fluorescence from phagocytosed beads was measured using a 96-well plate reader (Tecan Infinity 200 Pro). Images were collected with a 20X objective using a fluorescence microscope (Keyence).

### Efferocytosis assays

These assays were performed with an Efferocytosis Assay Kit (Cayman Chemical, 601,770) according to the manufacturer’s protocol. THP1-macrophages (effector cells) were treated with PA (200 μM) for 24 h. Then, 100,000 cells were labeled with CytoTell Blue, plated in two chamber slides, and incubated for 2 h. Following incubation, apoptotic Jurkat cells (apoptosis was induced by Staurosporine) labeled with carboxyfluorescein succinimidyl ester (CFSE, green) used as bait cells were added, and incubated for another 2 h. Then, images were acquired with the fluorescence microscope using a 20X objective (Keyence) or confocal microscope (Zeiss LSM700) with 40x/1.2NA with a water immersion objective) to determine the macrophages that have efferocytosed apoptotic Jurkat cells.

### ChIP-seq data analysis, enhancer, and super-enhancer (SE) identification

Reads were aligned on the hg19 human genome version with Novoalign (V3.02.07). H3K27ac peaks were called based on MACS2 (version2.1.1.20160309, q-value 0.05). Peaks present in both replicates were selected using the csaw package in R and included in the analysis. H3K27ac peaks present in promoters of coding genes and ENCODE blacklisted regions were excluded. Differential analyses of enhancers were carried out using the edgeR package in R software. Super enhancer analysis was performed using the ROSE algorithm (17). Differentially regulated enhancers were selected based on log2fold change ±1 and a q-value of < 0.05. Differentially regulated super-enhancers were identified depending on log 2-fold changes ±0.8 and q-value of <0.05. Density plot and motif enrichment analyses (findMotifs.pl) were performed using HOMER software. Gene ontology biological process analysis of enhancers was performed using GREAT tools (32).

### SNP analysis in PA-regulated enhancers

The SNPs associated with T2D, BMI, and obesity (7830) were obtained from published GWAS studies (33). Total PA-regulated enhancer regions (FDR<0.05, n = 861) and non-PA-regulated enhancers (FDR>0.05, N = 9,370) overlapping with these SNPs were identified using intersectBed command in bedtools (34). A two-sided Fisher’s exact test was used to determine the statistical significance of the enrichment of these GWAS SNPs in PA-regulated enhancer regions.

### Chromatin conformation capture (3C) assays

These assays were performed using published protocols (35). THP1-macrophages treated with 200 μM PA or BSA (24 h) were removed from the plates using accutase (Thermo Fisher Scientific), counted, and fixed using 1% formaldehyde for 10 min and glycine 150 mM was added to the cells and incubated for another 5 min at room temperature. After two washes with PBS containing a protease inhibitor, cells were lysed using cell lysis buffer (15 mM Tris-HCL pH 8.0, 10 mM EDTA,1% SDS, and protease inhibitor) for 10 min on ice followed by centrifugation. The nuclei pellet was resuspended in a cut smart buffer (New England Biolabs) and incubated with Triton X-100 (2%) to quench the SDS at 37°C for 1 Hour. Then, HindIII restriction enzyme was added (3000 U/nuclei pellet from 1.5 million cells) and kept on thermo mixture with shaking at 37°C overnight. The next day samples were diluted up to 2 ml with ligase buffer (New England Biolabs) and incubated overnight at 16°C with shaking. After incubation, samples were extracted using phenol:chloroform, isoamyl alcohol mixture, DNA from the aqueous layer was precipitated with ethanol and DNA pellets dissolved in 30–50 μl of 10 mM Tris pH 7.5. The 3 C DNA template was tested for quality using primers amplifying ALDOA (Aldolase, amplifying the non-HindIII RE sites) and AHF64 (positive control primers amplifying the HindIII RE sites). Once confirmed, qPCRs were performed with 3C DNA from PA- and BSA-treated cells using primers specific for indicated candidate enhancers-promoter pairs. The Ct values were normalized using ALDO-A primers amplifying the non-HindIII restriction enzyme sites, and results were expressed as fold-over BSA-treated samples. The PCHi-C data was downloaded from Blueprint Epigenome (36).

### Statistics

Data are presented as mean ± SD of the experiments performed at least in triplicate. Shapiro-Wilk normality test was used to test the normal distribution of each sample group. Statistical significance was calculated using unpaired 2-tailed Student t-tests (for 2 samples) or 1-way ANOVA with post-tests (for >2 groups) using GraphPad Prism software (8.0 or above) and *P* < 0.05 was considered significant. Bar plots were created using GraphPad Prism software.

## Results

### PA treatment leads to dynamic alterations in the H3K27ac enhancer mark in human monocytes

Using RNA-seq analysis, we recently reported dysregulated expression of key genes and long noncoding RNAs (lncRNAs) in human CD14^+^ monocytes treated with physiologically relevant concentrations of PA (200 μM, 24 h) (30). 

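The RNA-seq data came from 2 BSA-treated and 2 PA-treated samples of CD14+ monocytes, blood cells that carry the CD14 surface protein. The paper's methods describe monocytes that were bought or isolated by negative selection, and do not say which served here. BSA carries the fatty acid into the medium, so BSA alone served as the vehicle control. Libraries were made from total RNA after removal of ribosomal RNA. The authors deposited, for each sample, the number of reads counted on each of 34618 Ensembl gene identifiers, without normalization and in the format that the counter HTSeq writes. The paper's text does not name the aligner, the annotation or the strand setting of the counting for these data. The reads counted on genes were 5279611 in BSA replicate 1, 17608226 in BSA replicate 2, 21987994 in PA replicate 1 and 18602795 in PA replicate 2. BSA replicate 1 was therefore the shallowest library, with reads on 15148 genes against 17773, 18444 and 18201 in the others, and low values of the BSA group rest mainly on BSA replicate 2. Reads placed at more than 1 site made up from 45.4% to 50.0% of all reads in the 4 files and were counted on no gene, so genes with near-identical copies are undercounted. The replicates of each condition differed by more than sampling noise (chi-square divided by degrees of freedom 15.4 for BSA and 12.3 for PA) and were used as separate samples, with Spearman correlations across genes of 0.987 and 0.996. Counts were normalized by the trimmed mean of M values (TMM) and tested with the quasi-likelihood test of edgeR for the 13357 genes that passed its filter on low counts (filterByExpr), of which 11635 were protein-coding and 1320 were lncRNAs. Genes were called higher or lower in PA at a Benjamini-Hochberg adjusted p under 0.05 and a log2FC of at least 1 in size, the thresholds that the paper states for enhancers. Expression is given as CPM, read counts scaled to library sizes that were normalized by TMM, as mean ± SD over both replicates of a condition. Gene symbols and positions on GRCh37 (hg19) were taken from GENCODE v44 lifted to GRCh37, which held 32909 of the identifiers.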

To determine the previously un-investigated role of enhancers and SEs mediating PA-induced gene expression and monocyte dysfunction, we treated CD14^+^ monocytes isolated from the blood of healthy human volunteers with PA (200 μM) for 24 h or vehicle BSA (0.2%) as control. We performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) with antibodies against H3K27ac (chromatin mark of active enhancers/SEs), and integrated this ChIP-seq data with our RNA-seq datasets (30) to determine the correlation between enhancer activation and gene expression (Fig. 1A). Analysis of RNA-seq data using DAVID pathway enrichment software showed enrichment of several inflammatory pathways in PA-treated cells versus control cells, including cytokine-cytokine receptor interactions, Tumor necrosis factor (TNF) signaling, lipid and atherosclerosis signaling, NF-κB signaling and viral infection among the upregulated genes (Fig. 1B). On the other hand, downregulated genes showed enrichment of the hematopoietic cell lineage, and the phagosome pathway (Fig. 1C).

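The gene lists tested by DAVID were not used here. Gene lists compiled by hand for these pathways were tested in their place with camera. It compares a test statistic for the change of each gene, not the log2FC itself, between a list and all other tested genes. The correlation between genes was preset at 0.01, with Benjamini-Hochberg adjustment over 20 lists. No list was compiled for viral infection. Of 119 listed chemokines, cytokines and their receptors, 94 were tested and 68 had a positive log2FC, with a median of 1.29 (adjusted p = 6.97e-21, camera on the edgeR fit). In that list 50 genes were called higher and 14 lower. The median log2FC of 77 tested TNF signaling genes was 0.63 (adjusted p = 7.90e-14, same test), with 32 called higher and 4 lower. For 82 tested NF-κB signaling genes the median was 0.52 (adjusted p = 5.73e-08, same test), with 28 called higher and 8 lower. The lipid and atherosclerosis list shifted least of these, with a median of 0.33 and 69 tested genes positive (adjusted p = 2.90e-05, same test), 37 called higher and 15 lower. When camera estimated the correlation between genes from these libraries, no adjusted p of the 4 lists was under 0.05 (from 0.163 to 0.217). The rotation test fry gave adjusted p from 0.00398 to 0.0134 for them. It asks whether a list shifts at all, not whether it shifts more than the other genes. With 6335 of 13357 tested genes at an adjusted p under 0.05, fry does not offset the result of camera. Requiring at least 10 counts in every sample changed the chemokine and cytokine list most and left 70 of its genes, with a median of 0.71. DAVID counts the listed genes among the genes called, and a one-sided Fisher's exact test of that kind was chosen after these list results were seen, with adjustment over 7 lists in both directions. By this test 53.2% of the tested chemokines, cytokines and receptors were among the genes called higher, against 11.5% of all tested genes (odds ratio 9.05, adjusted p = 5.07e-22, Fisher's exact test). The share was 41.6% of the TNF signaling genes (odds ratio 5.59, adjusted p = 1.04e-10, same test). It was 34.1% of the NF-κB signaling genes (odds ratio 4.06, adjusted p = 1.38e-07, same test) and 33.9% of the lipid and atherosclerosis genes (odds ratio 4.05, adjusted p = 2.02e-09, same test). Among the genes called lower, none of the 4 lists was over-represented (adjusted p from 0.280 to 0.984, same test).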

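A hand-compiled hematopoietic cell lineage list had 68 tested genes with changes in both directions, 24 called lower and 20 called higher. Its median log2FC was -0.40 and the list did not shift against the other genes (adjusted p = 0.769, camera on the edgeR fit). The direction given by camera was up, opposite to the sign of the median. Of 113 tested phagosome genes, 26 were called lower and 19 higher, with a median log2FC of 0.08. The phagosome list did not shift against the other genes either (adjusted p = 0.190, same test), and its direction by camera was down. A list of efferocytosis receptors, bridging molecules and engulfment genes, which have no bar of their own in Fig. 1C, had a median of -0.39 over 61 tested genes, of which 23 had a positive log2FC (adjusted p = 4.82e-05, same test). The one-sided Fisher's exact test, chosen after these results were seen, asks instead whether a list is over-represented among the genes called. Among the genes called lower, which were 11.6% of all tested genes, were 35.3% of the hematopoietic lineage genes (odds ratio 4.19, adjusted p = 6.79e-07, Fisher's exact test) and 23.0% of the phagosome genes (odds ratio 2.29, adjusted p = 7.99e-04, same test). The share of the efferocytosis list was 39.3% (odds ratio 4.99, adjusted p = 9.06e-08, same test). The hematopoietic lineage list was also over-represented among the genes called higher, with 29.4% of its genes (odds ratio 3.25, adjusted p = 9.63e-05, same test). This was not found for the phagosome list (16.8%, odds ratio 1.57, adjusted p = 0.0858, same test) or the efferocytosis list (13.1%, odds ratio 1.17, adjusted p = 0.466, same test).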

**Fig. 1:**
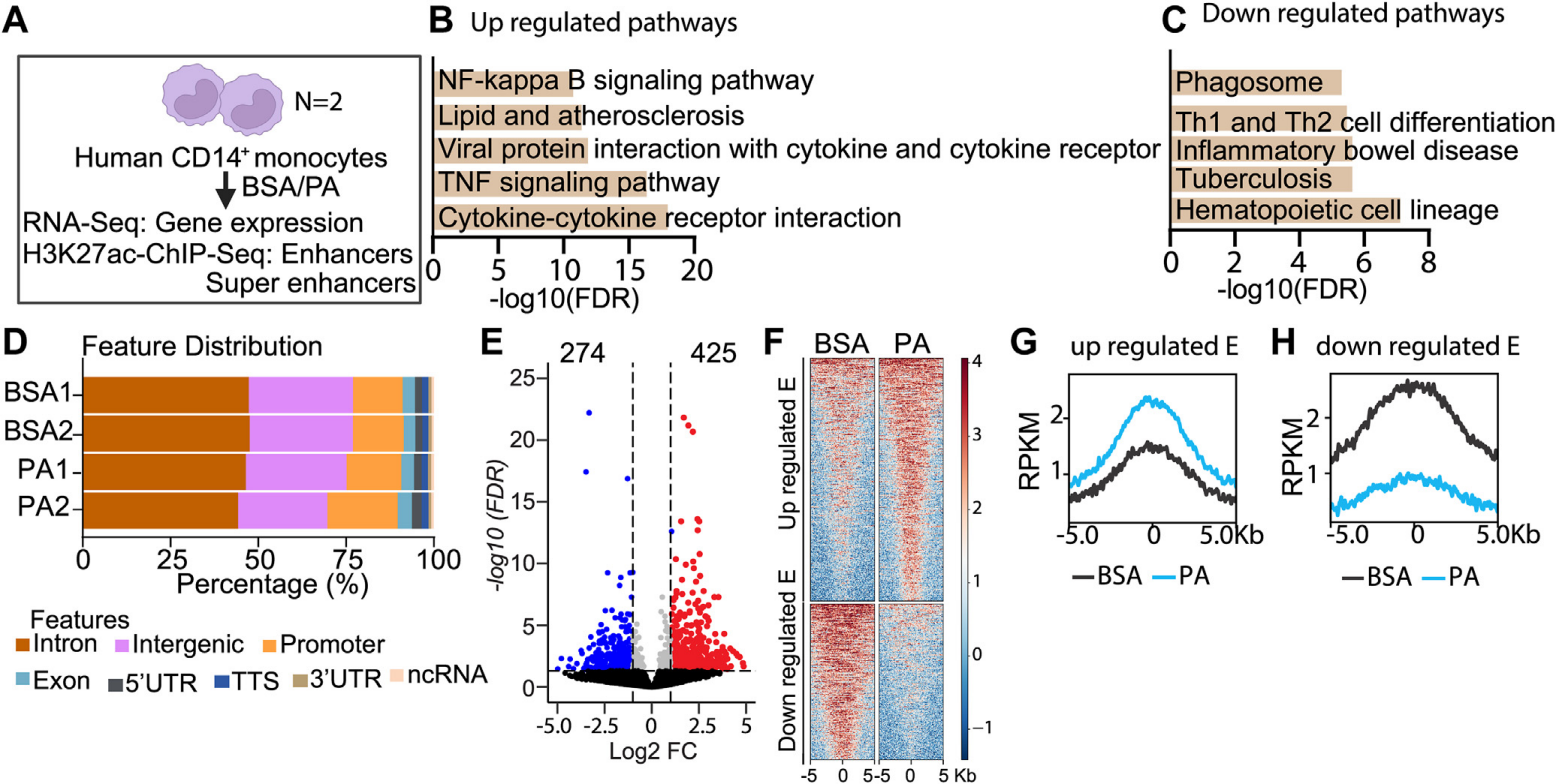
PA-induced gene expression is associated with genome-wide alterations in enhancer repertoire in human CD14^+^ monocytes. A: Experimental design used to identify PA-induced enhancers and super-enhancers in human CD14^+^ monocytes. RNA-sequencing and ChIP-seq were performed on two biological replicates in each condition. B and C: Bar graph showing pathways regulated by the upregulated (B) and downregulated (C) genes in human CD14^+^ monocytes treated with PA. Pathway analysis was performed using DAVID online tools. False discovery rate (FDR)-corrected *P*-values <0.05 were considered significant. D: Genomic distribution of H3K27ac peaks in control vehicle (BSA) and PA treated human CD14^+^ monocytes. E: Volcano plot of the differentially enriched H3K27ac peaks in PA treated human CD14^+^ monocytes versus control (BSA) (log2 fold change [log2FC] ≥1 and FDR ≤0.05). F: Heatmaps of read densities around the enhancer peaks (±5kb from the centre of the enhancer peaks). Red color represents increased and blue color represents decreased read densities. G, H: Graphs showing the read densities of H3K27ac enrichment around up and down regulated enhancers. Black color represents BSA and blue color PA treated human CD14^+^ monocytes.

Since PA can be taken up in cells via CD36 (fatty acid transporter), we examined the effect of PA on *CD36* expression. We treated human THP1-macrophages and CD14^+^ macrophages with BSA or PA (200 μM) for 6 h or 24 h followed by gene expression analysis. Results showed that PA treatment increased the expression of *CD36* (supplemental Fig. S1A, B).

These results confirmed that PA regulates key monocyte/macrophage signaling and biological processes/functions associated with inflammation, immunity, defense against pathogens, and pathogenesis of cardiometabolic disease.

ChIP-seq data analyses showed that the H3K27ac mark was enriched at various genomic locations (28-35k peaks in each replicate) across the human monocyte genome in both BSA and PA-treated samples, with a majority of the peaks enriched at introns, intergenic regions, promoters and exons (Fig. 1D). Since H3K27ac marks both active promoters and enhancers, to specifically identify enhancers, we excluded promoter regions of the RefSeq genes and performed a differential analysis of H3K27ac enrichment between PA versus vehicle (BSA) -treated cells. Results showed increased enrichment of H3K27ac (upregulated) at 425 enhancers and reduced H3K27ac (downregulated) at 274 enhancers [log2 fold change (log2FC) ≥1 and false discovery rate (FDR) ≤0.05] in PA-treated CD14^+^ human monocytes versus BSA controls (Fig. 1E). We also plotted the heat map of H3K27ac read densities around ±5 kb from the peak summit for up and down-regulated enhancers, which showed clear differences in H3K27ac enrichment in PA versus BSA (Fig. 1F). Furthermore, profiles of H3K27ac peak densities also confirmed enrichment of H3K27ac at PA-upregulated enhancers and reduced H3K27ac at PA-downregulated enhancers (Fig. 1G, H, respectively). These results demonstrate that PA treatment significantly alters gene expression related to key immune and inflammatory processes with corresponding dynamic changes in enhancers in human CD14^+^ monocytes.

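PA treatment changed the expression of 3084 genes past both thresholds, 1530 of them higher and 1554 lower than in BSA-treated monocytes (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The lncRNAs among them numbered 175 higher and 153 lower. The counts moved most without a threshold on the fold change, where 3228 genes were higher and 3107 lower at an adjusted p under 0.05. Among genes with a mean of at least 10 CPM in the condition where they were higher, the 5 largest rises were *IL24*, *CSF2*, *IL19*, *CSF3* and *MMP1*, with adjusted p from 3.98e-09 for *IL24* to 1.89e-06 for *CSF3* (same test). *IL24* (ENSG00000162892, chromosome 1 from 207070788 to 207077484) had no reads in either BSA library and 3144 and 3359 reads in the PA libraries, at least 1222-fold higher against the 3 counts that a count of 0 allows. *CSF2* (ENSG00000164400, chromosome 5 from 131409482 to 131411863) likewise had no reads with BSA and 1550 and 2168 with PA, at least 699-fold higher. *IL19* and *CSF3*, also without reads in BSA, were at least 253-fold and 173-fold higher. *MMP1* had 0 and 1 reads with BSA and 2325 and 2810 with PA, a ratio of depth-scaled counts of 2896 (exact 95% counting interval 519 to 114390). *IL24* and *IL19* overlap *FCMR* and *IL10* on the opposite strand, whose reads would be mixed in if the counting ignored the strand. The 5 largest falls were *SELENOP*, *TMEM37*, *MS4A6A*, *CXCL9* and *TLR7*. *SELENOP* (ENSG00000250722, chromosome 5 from 42799982 to 42887494, overlapped by *CCDC152* on the opposite strand) had 1630 and 4310 reads with BSA and none with PA, at least 3512-fold lower. *TMEM37*, with 83 and 188 reads with BSA and none with PA, was at least 160-fold lower. *MS4A6A* (ENSG00000110077, chromosome 11 from 59939488 to 59952139) fell from 570 ± 54.4 CPM to 1.35 ± 0.644 CPM (SD, n = 2), a log2FC of -8.67 (standard error 0.237, adjusted p = 7.03e-10, same test). *CXCL9* and *TLR7* had 1 and 0 and 4 and 1 reads with PA, and their depth-scaled counts with BSA were 585 (interval 104 to 23185) and 323 (interval 138 to 996) times those with PA. Intervals and bounds cover counting error only. From the pathways enriched among the changed genes and from the altered H3K27ac peaks, the paper concludes that PA alters the expression of immune and inflammatory genes together with their enhancers in these cells.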

### Alteration in enhancers associated with inflammatory and efferocytosis-related genes

We performed GREAT analysis to determine the Gene Ontology biological processes (GO-BP) enriched among genes associated with the differentially regulated enhancers in PA-treated monocytes. Results showed that up-regulated enhancers were enriched with positive regulation of immune system processes, leukocyte differentiation, cytokine production and signaling, and inflammatory responses (Fig. 2A). Downregulated enhancers were enriched with leukocyte activation, chemotaxis, immune system development, apoptotic cell clearance, and phagocytosis (Fig. 2B). Since upregulated enrichment of H3K27ac indicates activated enhancers and vice versa, we integrated H3K27ac data with RNA-seq data to examine correlations with the expression of nearby genes (±500 kb) after PA treatment. Results showed a significant correlation between upregulated enhancers and increased expression of nearby genes, while downregulated enhancers were associated with decreased gene expression (Fig. 2C). Interestingly, H3K27ac was increased at enhancers near several upregulated inflammatory response-related genes including *IRAK2*, receptor-interacting serine/threonine kinase 2 (*RIPK2*), Interleukin 6 (*IL6*), Thrombospondin 1 (*THBS1*), and Toll-like receptor 1 (*TLR1*) (Fig. 2D). In contrast, H3K27ac was downregulated at enhancers near phagocytosis and apoptotic cell clearance genes such as *MERTK*, C-C motif chemokine receptor 2 (*CCR2*), and Galectin 9 (*LGALS9*), which were significantly downregulated (Fig. 2D), suggesting enhancers inhibited by PA are involved in regulating genes with functions related to phagocytosis and efferocytosis.

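Of the genes named, 4 were higher in PA-treated monocytes at an adjusted p under 0.05, with 3 past the fold change threshold, and *TLR1* was not. The number was also 4 when p was adjusted over the list alone, which is not independent evidence since the paper reports these genes from the same samples. H3K27ac at the enhancers was not analysed here. *IRAK2* (ENSG00000134070, chromosome 3 of GRCh37 from 10206603 to 10285429), a kinase of interleukin 1 receptor signaling, rose from 20.7 ± 2.26 CPM with BSA to 370 ± 45.0 CPM with PA (SD, n = 2). Its log2FC was 4.19 (standard error 0.157, adjusted p = 4.15e-09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and leaving out BSA replicate 2, which moved it most, gave 4.05. *RIPK2* (ENSG00000104312, chromosome 8 from 90770034 to 90803292) rose from 24.3 ± 4.38 to 154 ± 26.6 CPM, a log2FC of 2.63 (standard error 0.169, adjusted p = 2.32e-07, same test). Its first bases overlap an lncRNA on the opposite strand. *IL6* (ENSG00000136244, chromosome 7 from 22765503 to 22771621) had 5 and 1 reads in the BSA libraries and 1491 and 1947 in the PA libraries, and its depth-scaled counts were 323 times higher with PA (exact 95% counting interval 148 to 881, adjusted p = 8.38e-08, same test). The fitted log2FC of 8.40 depended on the few BSA reads and was 10.54 without BSA replicate 1 and 6.54 without BSA replicate 2. *IL6* overlaps *IL6-AS1* and *STEAP1B* on the opposite strand. *THBS1* (ENSG00000137801, chromosome 15 from 39873280 to 39891667, overlapping *FSIP1* on the opposite strand) changed less, from 162 ± 31.8 to 227 ± 57.9 CPM, a log2FC of 0.48 (standard error 0.181, adjusted p = 0.0459, same test). It was 0.21 without PA replicate 1 and 0.73 without PA replicate 2. With upper-quartile normalization the adjusted p of *THBS1* was 0.0866, within a range from 8.19e-04 to 0.0866 over the alternatives. *TLR1* (ENSG00000174125, chromosome 4 from 38792298 to 38858438, overlapping *TLR6* on the same strand) had 87.4 ± 12.5 CPM with BSA and 98.9 ± 8.74 CPM with PA. Its replicates overlapped between the conditions, and the log2FC of 0.17 was not significant (standard error 0.137, adjusted p = 0.340, same test). In none of the alternatives was its adjusted p under 0.05 (from 0.0529 to 0.641).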

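All 3 genes were lower in PA-treated monocytes, 2 of them past the fold change threshold. *MERTK* (ENSG00000153208, chromosome 2 from 112656184 to 112787138), a receptor tyrosine kinase that binds bridging molecules on apoptotic cells, fell from 96.1 ± 5.40 CPM with BSA to 14.9 ± 4.04 CPM with PA (SD, n = 2). The log2FC was -2.68 (standard error 0.175, adjusted p = 2.56e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -2.99 and -2.43 with each library left out in turn. *CCR2* (ENSG00000121807, chromosome 3 from 46395355 to 46402431) fell from 17.9 ± 0.261 to 2.57 ± 0.697 CPM, a log2FC of -2.79 (standard error 0.233, adjusted p = 1.94e-06, same test). *LGALS9* (ENSG00000168961, chromosome 17 from 25956824 to 25976586) changed by much less, from 51.4 ± 3.73 to 40.3 ± 0.695 CPM. Its log2FC of -0.34 (standard error 0.127, adjusted p = 0.0442, same test) was under the fold change threshold. Over the alternatives the adjusted p of *LGALS9* ran from 0.0166 to 0.114 and was above 0.05 without a filter on low counts, with DESeq2 and in 1 other. *LGALS9* shares sequence with the paralogs *LGALS9B* and *LGALS9C*, so its count leaves out reads placed on several copies.

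**Figure D1:**
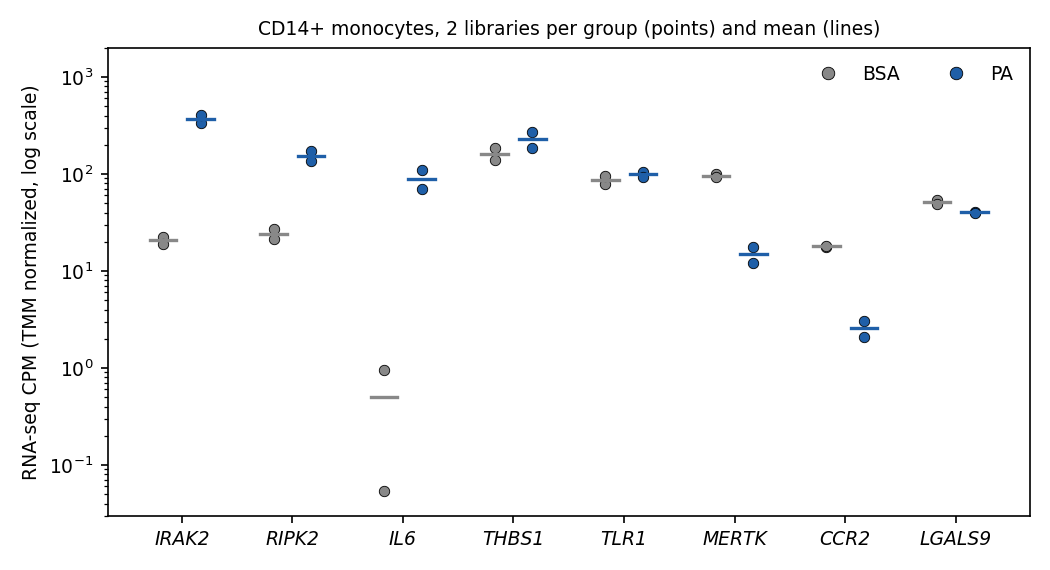
Expression of 8 genes in CD14+ monocytes in CPM scaled by TMM, on a log axis. Each point is 1 library (2 with BSA, 2 with PA), lines mark group means, and points of both conditions overlap for *TLR1*, while *IRAK2*, *RIPK2* and *IL6* are higher and *MERTK* and *CCR2* lower in both PA libraries than in either BSA library.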

**Fig. 2:**
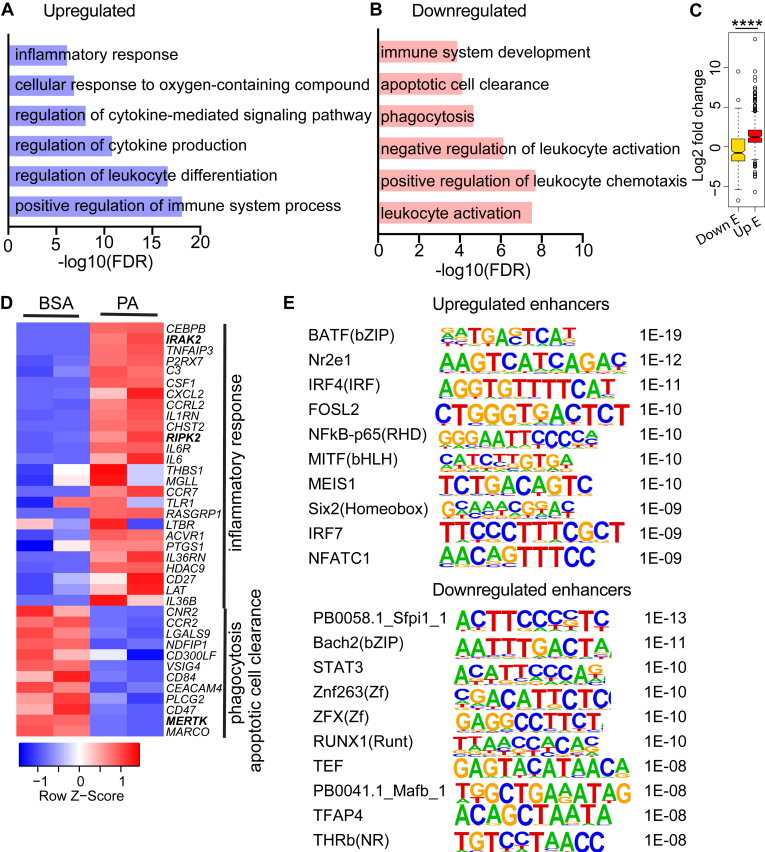
Enhancers regulated by PA are associated with increased expression of inflammatory genes, and reduced expression of genes associated with phagocytosis and efferocytosis. A, B: Bar graphs showing the enrichment of biological processes (BPs) in PA-upregulated (A) and PA-downregulated (B) enhancers. Differentially expressed enhancers were functionally annotated using Genomic Regions Enrichment of Annotations Tool (GREAT). Enhancer-associated genes were selected based on GREAT analysis (two nearest genes in ±1000kb from enhancer location). C: Box plot showing the relation between downregulated enhancers (Down E) and Upregulated enhancers (Up E) and associated gene expression. Expression values (log2 fold change) of the enhancer associated genes (±1000kb) were obtained from RNA-seq datasets of CD14^+^ monocytes treated with BSA and PA. Box plot shows the median and upper and lower quartile range. ∗∗∗∗*P* < 0.0001 as determined by unpaired t-tests. D: Heatmap of genes (shown on right) associated with enhancers in BSA and PA treated cells that have functions related to inflammatory response, phagocytosis, and apoptotic cell clearance. The genes were selected from biological processes (BPs) enriched from GREAT analysis (Inflammatory response, phagocytosis, and apoptotic cell clearance) shown in panels A, B. The heatmap was generated using RPKM values from RNA-seq data sets of CD14^+^ monocytes treated with BSA and PA. E: Enriched transcription factor motifs in upregulated and downregulated enhancers in PA-treated cells.

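The heatmap shows 26 genes as higher and 12 as lower with PA. Among the 26, *CD27* and *IL36B* had too few reads to be tested, and all the other 24 had a positive log2FC, with a median of 2.18. Of these 24 genes, 20 had an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and 18 were also past the fold change threshold. Adjusted over the list alone, 21 of them were under 0.05, which is not independent evidence because the heatmap shows the same samples. The genes that did not reach an adjusted p of 0.05 over all tested genes were *TLR1*, *MGLL* (log2FC 0.15, standard error 0.115, adjusted p = 0.315, same test), *LTBR* (log2FC 0.11, standard error 0.124, adjusted p = 0.502, same test) and *PTGS1* (log2FC 0.31, standard error 0.136, adjusted p = 0.0817, same test). All 12 genes in the lower group had a negative log2FC, with a median of -1.59. Of these, 11 had an adjusted p under 0.05, both over all genes and adjusted over the list alone, and 7 were past the fold change threshold. *VSIG4*, a complement receptor of macrophages, had the largest fall, from 121 ± 8.73 to 12.5 ± 4.46 CPM (SD, n = 2) and a log2FC of -3.26 (standard error 0.203, adjusted p = 1.79e-07, same test). *CD300LF* was not significant at a log2FC of -0.23 (standard error 0.138, adjusted p = 0.193, same test).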

Next, to understand the transcription regulators of the enhancers, we performed a transcription factor (TF) motif enrichment analysis of the upregulated enhancers. Binding sites for inflammation-related TFs like NFκB-p65, Interferon Regulatory Factor 4 (IRF4), IRF7 and Nuclear factor of activated T cells 1 (NFATC1) were enriched among upregulated enhancers, suggesting these TFs regulate functions of enhancers associated with inflammatory processes in PA-treated human CD14^+^ monocytes (Fig. 2E). On the other hand, downregulated enhancers showed enrichment of TFs like Sfpi1 (PU.1), Signal transducer and activator of transcription 3 (STAT3), BTB domain and CNC homolog 2 (BACH2), RUNX family transcription factor 1 (RUNX1), and Transcription factor AP-4 (TFAP4) (Fig. 2E), which are known to modulate macrophage functions and alternative activation.

### Enhancers dysregulated by PA overlap obesity and diabetes-associated single-nucleotide polymorphisms (SNPs) identified from genome-wide association studies (GWAS)

GWAS efforts have mapped SNPs in thousands of loci associated with complex metabolic disorders. The majority of these genetic variations are enriched in the non-coding regions of the genome (like enhancers), suggesting key roles for these genetic variations on the functions of these chromatin regulatory elements (20). To examine the statistical enrichment of genetic variants associated with obesity and diabetes in PA-regulated enhancers, 7830 SNPs associated with 3 traits (T2D, obesity, and BMI) were retrieved from published GWAS studies (33) (Fig. 3A). Then we analyzed their overlaps with PA-regulated enhancers (FDR <0.05, N = 861) and non-PA-regulated enhancers (N = 9,370) and identified 30 PA-regulated and 140 non-PA-regulated enhancers containing at least one of these SNPs (Fig. 3A, and supplemental Tables S2 and S3). Two-sided Fisher's exact test showed SNPs associated with the 3 traits that are enriched in PA-regulated enhancer regions compared to the non-PA-regulated enhancers (odds ratio = 2.38, *P*-value = 0.0001).

**Fig. 3:**
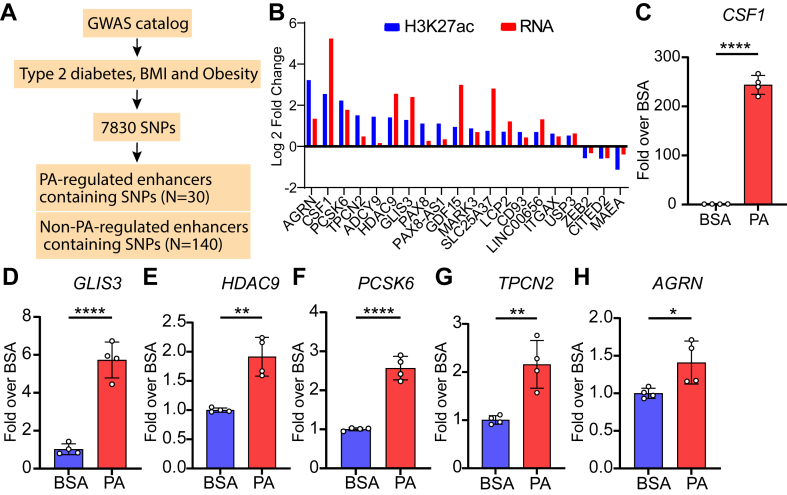
PA-regulated enhancers harbor single-nucleotide polymorphisms (SNP)s associated with metabolic diseases. A: Workflow for identification of SNPs associated with type 2 diabetes, body mass index (BMI), and obesity that are located in PA-regulated enhancers and non-PA-regulated enhancers. B: The effect of PA-regulated enhancers(H3K27ac) overlapping with metabolic disease-associated SNPs on related gene expression (RNA). Data represents log2Fold changes in H3K27ac enrichment (ChIP-seq) and gene expression (RNA-seq) in CD14^+^ monocytes treated with PA versus BSA. C–H: RT-qPCR validation of PA-induced genes associated with enhancers harboring metabolic disease SNPs. THP1 monocytes were differentiated into macrophages and treated with BSA or PA for 24 h followed by RT-qPCR analysis of indicated genes. Error bars represent mean ± SD. ∗*P* < 0.05, ∗∗*P* < 0.01 and ∗∗∗∗*P* < 0.0001, as determined by unpaired t-tests in C–H (n = 4).

Furthermore, we examined whether these PA-regulated enhancers harboring SNPs also showed changes in the expression of nearby genes in our RNA-seq data set (PA vs. BSA). 

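From the paper's Table S3, 29 separate enhancers that harbor SNPs and 36 genes mapped to them were used. A region listed under 2 numbers was used once, and *TMPRSS13* and *IL10RA*, whose enhancer could not be read from the table, were left out. Identifiers in the count files could be matched to 34 of the 36 genes (not to *MARCKS* and *RNA5SP431*), and 29 passed the filter on low counts. Across these 29 genes the RNA log2FC and the paper's H3K27ac log2FC had a Spearman's rho of 0.27 (two-sided permutation test, p = 0.157, adjusted p = 0.157) and a Pearson's r of 0.37 (two-sided permutation test, p = 0.0458, adjusted p = 0.0917), where the adjustment is over these 2 correlations. The correlations are across genes, which are not independent replicates. Pearson's r moved most without BSA replicate 2, to 0.14. With at least 10 counts in every sample, which left 27 genes, it was 0.44 and its adjusted p 0.0463 (permutation test), within a range from 0.0463 to 0.102 over the alternatives. Of 22 genes tested near enhancers whose H3K27ac was higher in the paper, 19 had a positive RNA log2FC, with a median of 0.64. An adjusted p under 0.05 was reached by 14 of the 22 upward and by 0 downward, against 15 and 1 at an unadjusted p under 0.05 and also when adjusted over the list alone (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Near enhancers with lower H3K27ac, 7 genes were tested, with a median of -0.34 and 4 negative values. Of these 7, 3 were lower and 3 higher at an adjusted p under 0.05, and 4 lower and 3 higher when adjusted over the list alone (same test). Among those that were higher were *TXLNB* (log2FC 1.89, standard error 0.210, adjusted p = 2.05e-05, same test) and *LINC02541* (2.54, standard error 0.564, adjusted p = 0.00324, same test). *LINC02541* had 0 and 11 reads with BSA and 56 and 46 with PA, and its log2FC was 8.27 without BSA replicate 2.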

We found that several nearby genes, including Colony stimulating factor 1 (*CSF1*), GLIS family zinc finger 3 (*GLIS3*), Histone deacetylase 9 (*HDAC9*), Proprotein convertase subtilisin/kexin type 6 *(PCSK6*), Two pore segment channel 2 (*TPCN2*), and Agrin (*AGRN*) showed increases in expression as well as H3K27ac levels at enhancers (Fig. 3B). Conversely, reduced H3K27ac enrichment at the downregulated enhancers with SNPs correlated with reduced expression of nearby genes (Fig. 3B) such as Macrophage erythroblast attacher, E3 ubiquitin ligase *(MAEA*) gene related to autophagy (37), and transcription repressors Zinc finger E-box-binding homeobox 2 (*ZEB2*) which regulates monocyte-macrophage functions (38) as well as Cbp/P300 Interacting Transactivator With Glu/Asp Rich (*CITED2*), a negative regulator of macrophage pro-inflammatory phenotype (39). Furthermore, we validated the changes in the expression of genes near PA-regulated enhancers harboring SNPs in human THP1-macrophages treated with PA (200 μM) or BSA for 24 h. 

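All 6 genes were higher in PA-treated monocytes at an adjusted p under 0.05, also when adjusted over the list alone, and 5 were past the fold change threshold. *CSF1* (ENSG00000184371, chromosome 1 of GRCh37 from 110452864 to 110473614) rose from 10.3 ± 0.427 CPM with BSA to 383 ± 1.02 CPM with PA (SD, n = 2), a log2FC of 5.23 (standard error 0.148, adjusted p = 8.17e-10, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its promoter lies 7283 bp from the enhancer in Table S3, which spans 110438106 to 110445581 and for which the paper reports an H3K27ac log2FC of 2.55. *HDAC9* (ENSG00000048052, chromosome 7 from 18126572 to 19042039) rose from 8.80 ± 0.683 to 51.7 ± 1.73 CPM, a log2FC of 2.53 (standard error 0.153, adjusted p = 1.39e-07, same test). *GLIS3* (ENSG00000107249, chromosome 9 from 3824127 to 4348392) was near the limit of detection, at 0.646 ± 0.155 CPM with BSA and 3.19 ± 0.177 CPM with PA. Its log2FC was 2.41 (standard error 0.425, adjusted p = 6.93e-04, same test), and it was left out when 10 counts were required in every sample. *PCSK6* (ENSG00000140479, chromosome 15 from 101829989 to 102065405) went from 3.55 ± 0.321 to 11.8 ± 0.971 CPM, a log2FC of 1.76 (standard error 0.230, adjusted p = 7.48e-05, same test). *AGRN* (ENSG00000188157, chromosome 1 from 955500 to 991498) went from 28.2 ± 0.775 to 70.5 ± 1.6 CPM, a log2FC of 1.33 (standard error 0.127, adjusted p = 5.81e-06, same test). *TPCN2* (ENSG00000162341, chromosome 11 from 68816400 to 68903784) changed least, from 61.4 ± 2.73 to 84.2 ± 1.66 CPM, a log2FC of 0.46 (standard error 0.121, adjusted p = 0.00827, same test). The paper's H3K27ac log2FC values are 1.41 for the enhancer of *HDAC9*, 1.29 for *GLIS3*, 2.23 for *PCSK6*, 3.22 for *AGRN* and 1.51 for *TPCN2*. *PCSK6* overlaps *SNRPA1* on the same strand, and *HDAC9*, *GLIS3*, *PCSK6*, *TPCN2* and *AGRN* overlap antisense or unnamed genes whose reads the counting could have mixed with theirs.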

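*MAEA*, *ZEB2* and *CITED2* all had a lower mean with PA, and none was past the fold change threshold. *CITED2* (ENSG00000164442, chromosome 6 from 139692944 to 139695785) fell from 47.1 ± 0.0328 CPM with BSA to 31.2 ± 0.477 CPM with PA (SD, n = 2), a log2FC of -0.59 (standard error 0.126, adjusted p = 0.00251, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *MAEA* (ENSG00000090316, chromosome 4 from 1283675 to 1333935) fell from 86.7 ± 7.53 to 65.0 ± 8.73 CPM, a log2FC of -0.41 (standard error 0.137, adjusted p = 0.0286, same test) that became -0.27 without PA replicate 2. *ZEB2* (ENSG00000169554, chromosome 2 from 145121931 to 145278624) had 486 ± 92.5 CPM with BSA and 384 ± 26.9 CPM with PA. Its difference did not pass the adjustment over all genes (log2FC -0.34, standard error 0.144, adjusted p = 0.0706, same test). Adjusted over the list alone, all 3 genes were under 0.05, which is not independent evidence since the paper reports their change from the same samples. Over the alternatives the adjusted p of *ZEB2* ran from 0.0284 to 0.503, and it was under 0.05 with upper-quartile normalization and without a filter on low counts. The log2FC of *ZEB2* was between -0.52 and -0.14 when each library was left out in turn. *ZEB2* and *CITED2* each overlap an antisense gene. The paper's H3K27ac log2FC values for the enhancers are -1.13 for *MAEA*, -0.57 for *ZEB2* and -0.59 for *CITED2*.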

Results showed that *CSF1, GLIS3*, *HDAC9*, *PCSK6*, *TPCN2*, and *AGRN* were all upregulated by PA versus BSA controls (Fig. 3, C–H), confirming our RNA-seq results. Together, these data suggest that PA-regulated enhancers harboring SNPs might play key roles in the regulation of nearby genes involved in the monocyte/macrophage functions related to BMI, obesity, and diabetes.

### PA-altered super-enhancers (SEs) are enriched in immune, efferocytosis, and phagocytosis-associated genes

SEs, defined as clusters of enhancers in >12 kb region, regulate cell-specific genes and play important roles in pathophysiological conditions (17). We used the Rose algorithm to identify SEs in our ChIP-seq data and examined whether PA treatment affects the levels and function of key SEs in human CD14^+^ monocytes (17). We found that 47 SEs were upregulated and 38 were downregulated (Log 2-fold change ± 0.8 and FDR≤0.05) (Fig. 4A). Correlations between SEs and the expression of nearby genes revealed that upregulated SEs were associated with highly induced genes and downregulated SEs with reduced gene expression in PA-treated CD14^+^ monocytes (Fig. 4B). Moreover, GREAT analysis showed that upregulated SEs were enriched in GO-BP terms such as response to stress, T cell activation, immune response, cell-cell adhesion, and regulation of serine/threonine kinase activity (Fig. 4C). Whereas downregulated SEs were associated with immune response, leukocyte migration, regulation of phagocytosis, inflammation, and IL-4 signaling pathways (Fig. 4D). These results suggest that SEs regulating immune responses are activated, and SEs regulating phagocytosis-related processes are downregulated by PA in human CD14^+^ monocytes. Next, to determine if differential SEs also interact with promoter regions of nearby genes, we analyzed publicly available PCHi-C datasets (BLUEPRINT) from human CD14^+^ monocytes (36). We found that upregulated SEs around the *IRAK2* genomic region interact with the *IRAK2* promoter regions (Fig. 4E), which could lead to higher *IRAK2* expression in PA-treated cells. In contrast, a downregulated SE at the *MERTK* genomic locus interacted with the *MERTK* promoter regions, suggesting connections between its downregulation and lower *MERTK* expression after PA treatment (Fig. 4F).

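The count files hold 35 genes that overlap the 500 kb on either side of the transcription start of *IRAK2*, and 24 of them were tested. Apart from *IRAK2*, 0 of the other 23 genes were called higher in PA-treated monocytes and 1 was called lower, *CAMK1* (chromosome 3 from 9799031 to 9811676), with a log2FC of -2.00 (standard error 0.188, adjusted p = 5.09e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without the fold change threshold 5 of the 23 were higher and 5 lower at an adjusted p under 0.05 (5 and 6 at an unadjusted p under 0.05). The start of *VHL*, the nearest, lies 23141 bp from that of *IRAK2*, and its log2FC was 0.37 (standard error 0.119, adjusted p = 0.0255, same test). *BRK1*, 49244 bp away, had a log2FC of -0.01 (standard error 0.141, adjusted p = 0.976, same test). *TATDN2*, 83104 bp away, had a log2FC of 0.05 (standard error 0.180, adjusted p = 0.846, same test). The super-enhancer and interaction data were not analysed here.

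**Figure D2:**
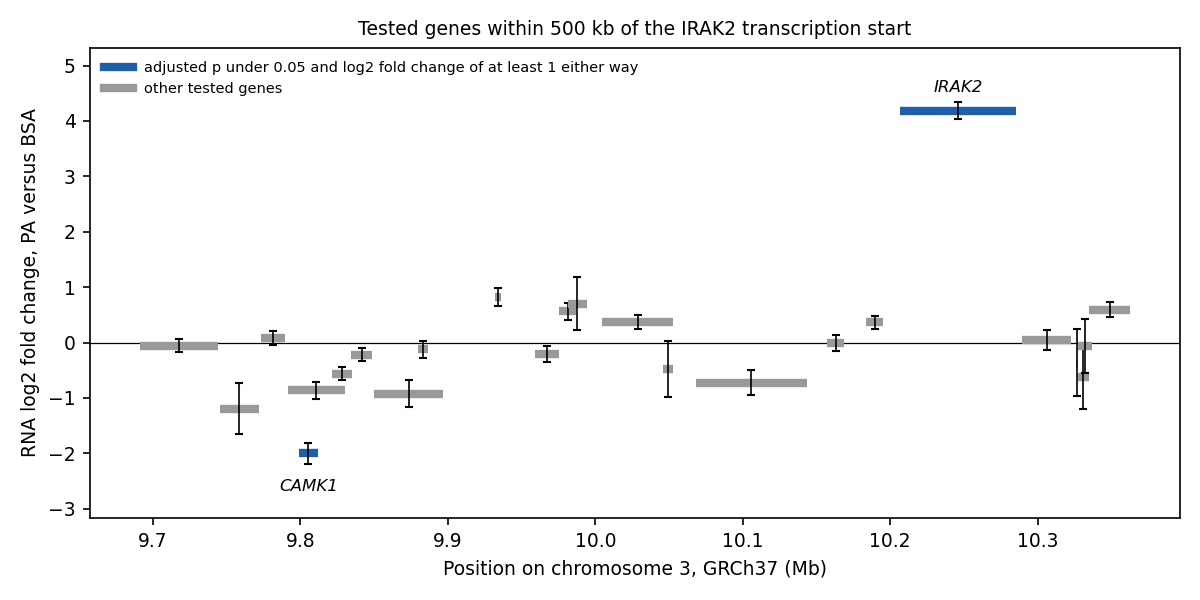
RNA log2FC (PA versus BSA) with standard errors of the tested genes around *IRAK2*, placed by position on chromosome 3 of GRCh37. Each point is 1 gene, genes past both thresholds are blue, and *IRAK2* is the highest point while *CAMK1* at -2.00 is the lowest.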

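Around *MERTK*, 10 genes in the count files overlap the 500 kb on either side of its transcription start and 7 were tested. Of the other 6 genes, 1 was called higher and 0 lower, and without the fold change threshold 2 were higher and 1 lower, both at an adjusted and at an unadjusted p under 0.05. The gene called higher was the lncRNA *MIR4435-2HG* (chromosome 2 from 111763592 to 112280953), with a log2FC of 1.6 (standard error 0.241, adjusted p = 2.17e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *ANAPC1*, whose start lies 13917 bp from that of *MERTK*, had a log2FC of -0.25 (standard error 0.196, adjusted p = 0.330, same test). *TMEM87B*, 156662 bp away, had a log2FC of -0.10 (standard error 0.139, adjusted p = 0.571, same test).

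**Figure D3:**
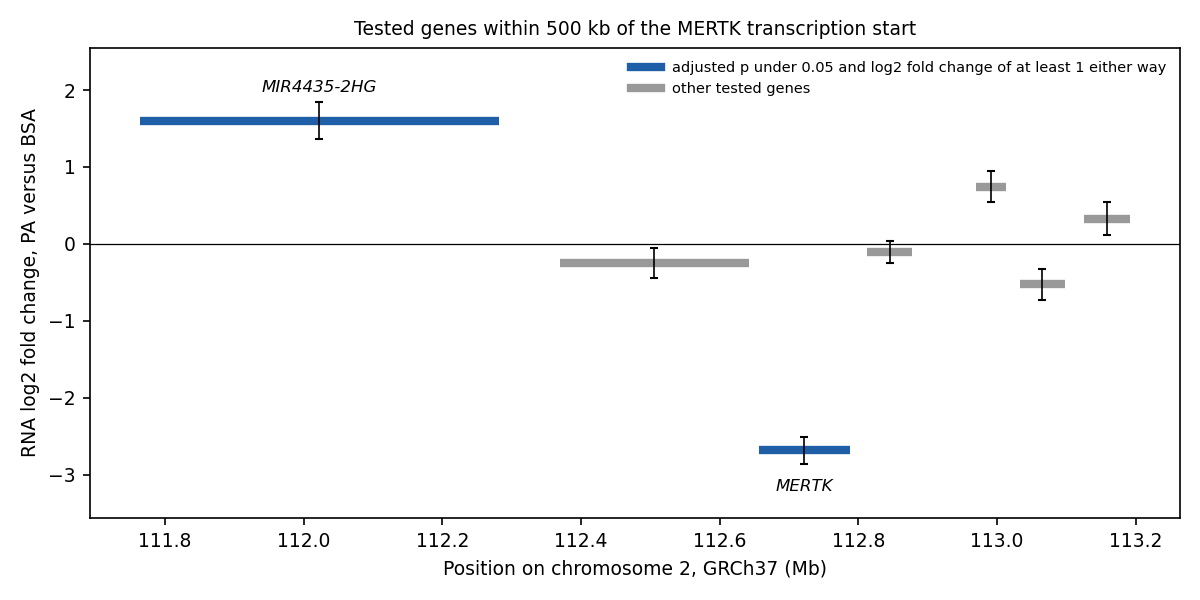
RNA log2FC (PA versus BSA) with standard errors of the 7 tested genes around *MERTK*, placed by position on chromosome 2 of GRCh37. Each point is 1 gene and genes past both thresholds are blue, with *MERTK* lowest and *MIR4435-2HG* at 1.6 highest.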

**Fig. 4:**
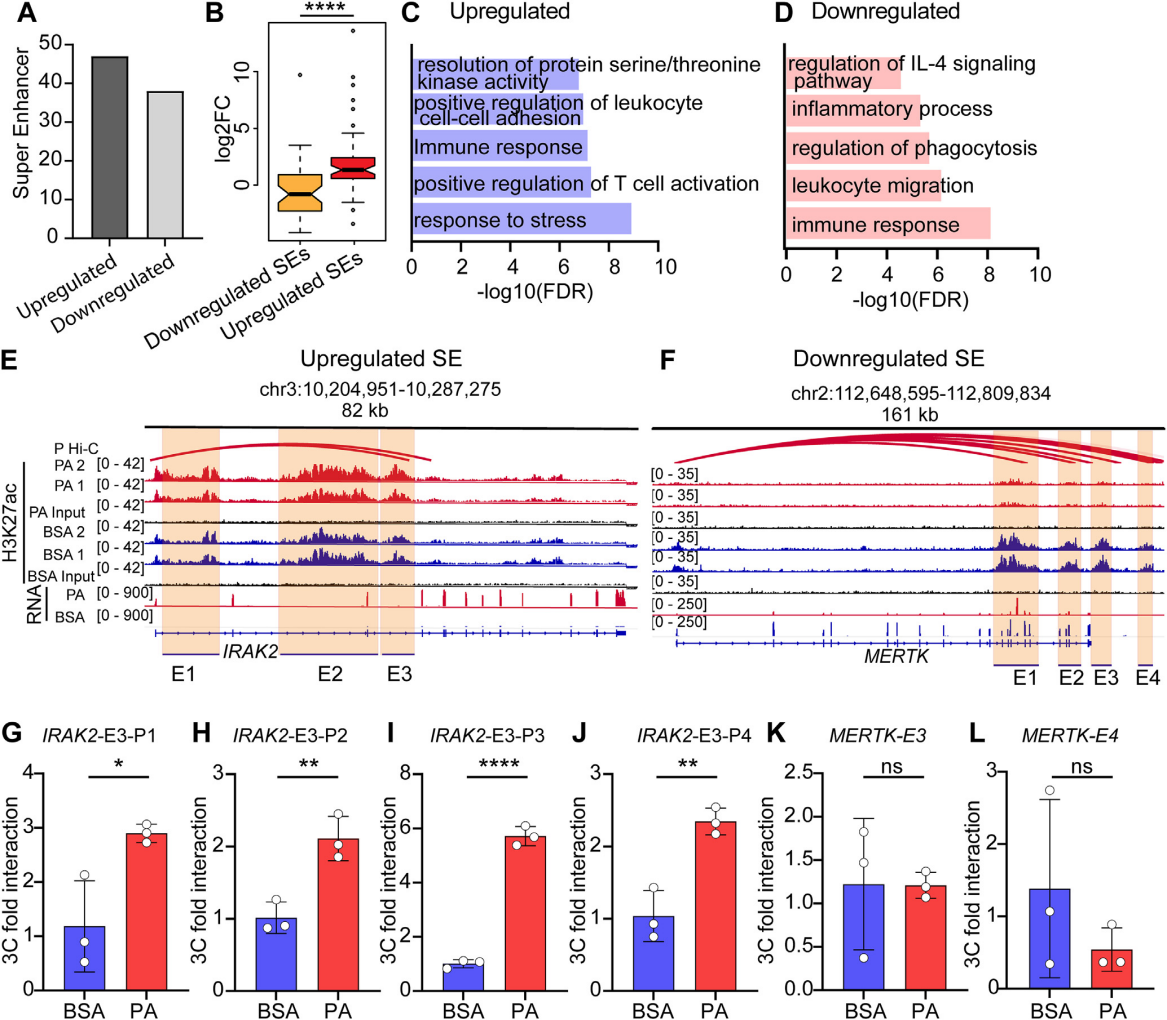
PA-regulated super-enhancers (SE)s are enriched in phagocytosis and other key monocyte phenotypes. A: Graph showing the differentially enriched SEs in PA-treated human CD14^+^ monocytes. B: Box plot showing the association of PA-regulated SEs and gene expression. SEs-associated genes were selected based on GREAT analysis (two nearest genes in ±1000kb from SEs). Box plot shows the median and upper and lower quartile range (n = 2). C, D: Gene ontology biological process analysis of upregulated (C) and downregulated (D) super-enhancers associated genes. E, F: Integration of ChIP-seq (H3K27ac), RNA-seq and publicly available promoter capture Hi-C data shows the upregulated SE around *IRAK2* (E), downregulated SE around *MERTK* gene (F); Vertical orange boxes (E1-E4)- H3K27ac enrichment peaks; Red color loops: chromatin interactions. G–L: qPCR results of the chromosome conformation capture (3C) analysis of enhancer-promoter interactions between SEs and indicated gene promoters in THP1-macrophages treated with BSA or PA for 24 h. (G–L). P1, P2, P3 and P4 represent different primer sets. Error bars represent mean ± SD. ∗*P* < 0.05, ∗∗*P* < 0.01 and ∗∗∗∗*P* < 0.0001, as determined by unpaired t-tests in G–L (n = 3). E1-E4, refer to enhancers shown in panels E, F.

Moreover, we performed chromosome conformation capture (3C) assays to experimentally validate the interactions between these enhancers and promoters in human macrophages. We differentiated human THP1-monocytes into macrophages in vitro, treated them with PA (24 h) or vehicle, and performed 3C assays. Results showed that the interactions between enhancers of *IRAK2* with promoter regions increased after treatment with PA (Fig. 4G–J), while 3C assays of downregulated SEs showed a trend towards reduced interactions with nearby *MERTK* promoter (Fig. 4K, L). These results suggest that PA-induced alterations in *IRAK2* and *MERTK* expression are likely regulated via corresponding changes in H3K27ac enrichment as well as promoter-SE interactions in human macrophages. These results support key roles for PA-induced enhancer reprogramming in the regulation of inflammation and efferocytosis functions of human macrophages.

### Treatment with inhibitors of BRD4 and NF-κB attenuates PA-regulated gene expression in macrophages

Gene expression analysis using RT-qPCR showed that PA upregulated *IL1B*, *TNF*, *RIPK2*, *IRAK2* and oxysterol binding protein-like 8 (*OSBPL8*) (Fig. 5, A–E), while *MERTK*, isocitrate dehydrogenase (NADP(+)) 2) (*IDH2*), histamine receptor H2 (*HRH2*), and alpha-1,3-mannosyl-glycoprotein 4-beta-N-acetylglucosaminyltransferase A (*MGAT4A*) were downregulated (Fig. 5F–I) in THP1 macrophages showing PA increased the inflammatory genes and decreased efferocytosis associated genes, similar to that seen in CD14^+^ monocytes. Moreover, examination of H2K27ac levels at candidate SEs using ChIP-qPCR showed that H3K27ac enrichment levels were higher at *CSF2*, *RIPK2*, and *IRAK2* SEs (Fig. 5J–L) and decreased at *MERTK* SEs (Fig. 5M) further validating the results observed in CD14^+^ human monocytes.

**Fig. 5:**
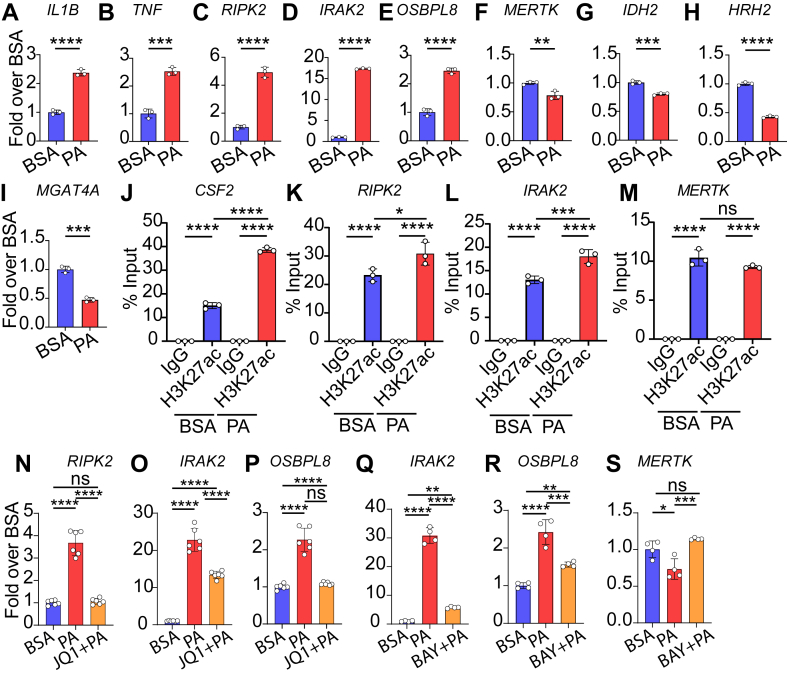
Effects of PA on gene expression in THP-1 macrophages and the effects of inhibitors of BRD4 or NF-kB. A–I: Bar graphs showing the RT-qPCR validation of indicated up-regulated genes (A–E) and downregulated genes (F–I) in THP1-macrophages (TMC) treated with PA (200 μM, 24 h) versus control (BSA) treated TMC. J–M: Validation of PA-regulated SEs by H3K27ac ChIP-qPCR in TMC. TMC were treated with BSA or PA (200 μM) for 24 h. ChIP-assays were performed using H3K27ac specific antibody or IgG control. ChIP-DNA were used for qPCR analysis using indicated SE specific primers for indicated genes. N–P: Gene expression analysis of indicated genes in THP1 macrophages treated with BRD4 inhibitor (JQ1) for 2 h followed by 24 h of PA. Q–S: Gene expression analysis of indicated genes in THP1 macrophages pretreated with NF-κB inhibitor BAY 11–7082 (BAY) for 1 h followed by PA treatment for 24 h. Error bars represent mean ± SD. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001 and ∗∗∗∗*P* < 0.0001 as determined by unpaired t-tests A-I (n = 3) or Ordinary one-way ANOVA with Sidak's multiple comparison test for J–S (J–M, n = 3, N-S, n = 6).

Next, we evaluated PA-induced gene expression in human macrophages treated with JQ1, an inhibitor of BRD4 and SE functions (40), or BAY 11–7082, an inhibitor of the pro-inflammatory TF NF-κB. THP1 macrophages were pretreated with JQ1 (0.5 μM for 2 h) or BAY 11–7082 (5 μM, 1 h) followed by treatment with PA for 24 h. JQ1 attenuated the expression of *RIPK2*, *IRAK2*, and *OSBPL8*, genes associated with upregulated SEs (Fig. 5N–P). Similarly, treatment with BAY 11–708 attenuated the increased expression of these SE-associated inflammatory genes *IRAK2*, and *OSBPL8* (Fig. 5Q, R), while *MERTK*, which was inhibited by PA, was restored to levels similar to BSA-treated cells (Fig. 5S). These results demonstrate the key roles played by SEs and NF-κB in the PA-induced pathological phenotype of human monocytes and macrophages.

### PA inhibits phagocytosis and efferocytosis in human macrophages

Since we observed PA also decreased the expression of efferocytosis/phagosome-related genes in human monocytes/macrophages, next, we examined the direct effects of PA on phagocytosis and efferocytosis in human macrophages. We differentiated human PBMCs into macrophages with M-CSF (50 ng/ml, 7 days) and treated with PA for 24 h and then performed phagocytosis assays by incubating with *E. coli* bioparticles labeled with the fluorescent dye fluorescein. Results showed PA treatment significantly decreased phagocytosis in human macrophages (Fig. 6A, B). Next, we treated THP1-macrophages with PA for 24 h and labeled them with CytoTell blue, and performed efferocytosis assays using apoptotic T cells (Jurkat cells) fluorescently labeled with CFSE dye. The results showed that PA treatment significantly inhibited the efferocytosis of apoptotic Jurkat cells in THP1-macrophages (Fig. 6C, D). Overall, these functional assays matched our gene expression data by demonstrating that PA treatment significantly decreased phagocytosis and efferocytosis in human macrophages.

**Fig. 6:**
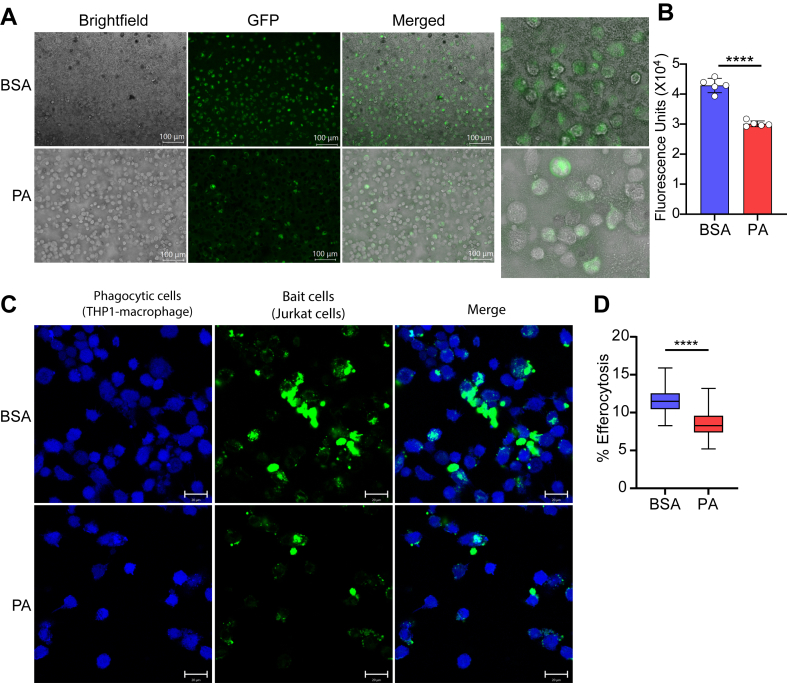
PA inhibits phagocytosis and efferocytosis in human macrophages. A, B: Effect of PA treatment on phagocytosis in macrophages. Representative images showing phagocytosis of *E. coli* bioparticles (green) (A) and quantification of fluorescence intensity (B). THP1-macrophages were treated with BSA or PA for 24 h followed by incubation with fluorescently labeled *E. coli* bioparticles (green). Fluorescence intensity was determined using a 96-well plate reader. Error bars represent mean ± SD. Images were acquired with the fluorescence microscope using a 20X objective (Keyence). C, D: Representative images showing inhibition of efferocytosis in THP1-macrophages treated with PA (200 μM, 24h) versus BSA treated cells. THP1-macrophages treated with BSA or PA (24 h) were incubated with fluorescently labeled apoptotic Jurkat cells (green). Images were taken using a confocal microscope (Zeiss LSM700) with 40x/1.2NA with water immersion objective from n = 4 replicates (C) and quantified using CellProfiler software (D). Box plot on the right shows quantification of efferocytosis expressed as percent of efferocytosis (Cells with efferocytosis X 100/total cells) (D). ∗∗∗∗*P* < 0.0001 as determined by unpaired t-tests for B and D (n = 4–5 images).

### Dysregulation of inflammation and efferocytosis genes in macrophages from a mouse model of diabetes plus accelerated atherosclerosis and human atherosclerosis, and after exposure to infectious agents

Next, we determined whether PA-induced dysregulated macrophage phenotypes are seen *in vivo* in macrophages from a mouse model of diabetes-induced accelerated atherosclerosis and chronic inflammation. We examined our earlier RNA-seq data from *Apoe*^−/−^ mice rendered diabetic with multiple injections of streptozotocin (model of diabetes-induced accelerated atherosclerosis) relative to non-diabetic *Apoe*^*−/−*^ mice. RNA-seq analysis was performed on bone marrow-derived macrophages (BMDM) isolated from diabetic *Apoe*^−/−^ mice (20 weeks of diabetes, when they depict increased atherosclerosis) versus non-diabetic *Apoe*^−/−^ controls (27, 30). Several genes associated with inflammation and immune-related processes were upregulated while genes related to phagocytosis and efferocytosis were downregulated in BMDM of the diabetic *Apoe*^−/−^ mice versus *Apoe*^−/−^ controls (Fig. 7A, B) similar to those in PA-treated human macrophages. Furthermore, we examined the publicly available single-cell RNA-seq data of macrophages from human subjects with atherosclerosis (41, 42) and evaluated gene expression in 3 different subsets of macrophage populations (based on clusters), Clusters 1, 2, and 3. Macrophage cluster 3 showed the highest levels of the inflammatory genes *TNF*, *IL6*, *IL1B*, and Prostaglandin-Endoperoxide Synthase 2 (*PTGS2*), which were much lower or not altered in macrophage clusters 1 and 2 (Fig. 7C). On the other hand, the expression of the efferocytosis-associated gene *MERTK* was lowest in macrophage cluster 3 and higher in macrophage cluster 1 and 2 (Fig. 7C). We also assessed gene expression in human macrophages polarized into classical M1 and alternatively activated M2 phenotypes (43) and observed increased expression of inflammatory cytokine genes (*TNF*, *IL1B*, *IRAK2*, *RIPK2* and *IL6*) in the M1 phenotype, while the expression of the efferocytosis-related gene *MERTK* was decreased in M1 phenotype compared to M2 human macrophages (Fig. 7D). Furthermore, we examined the expression of candidate PA-dysregulated genes in peritoneal macrophages isolated from db/db mice, a model of obesity, insulin resistance and T2D and chronic inflammation. RT-qPCR results showed that inflammatory genes like *Il6* were upregulated and efferocytosis associated gene *Mertk* was downregulated along with immune and metabolic genes like *Idh2, Hrh2* and *Mgat4*a in diabetic db/db mice versus control db/+ mice (Fig. 7E–I). Together these results showed that key genes regulated by PA in human macrophages that are associated with increased inflammation and decreased efferocytosis phenotypes were similarly observed in vivo in macrophages from human and mouse models of atherosclerosis and diabetes, supporting the relevance of our findings to cardiometabolic disease. We next analyzed the Cap Analysis of Gene Expression (CAGE) data available on FANTOM5 database to determine whether exposure to bacterial and fungal pathogens can regulate similar genes in human monocytes. We observed that bacterial and fungal pathogens significantly induced *IRAK2*, and *CSF2*, but significantly downregulated *MERTK* and *MGAT4A* genes (supplemental Fig. S2A–D). These results further suggest a link between chronic inflammation and defective phagocytosis and efferocytosis in macrophages during infection, further underscoring the key role of PA in metabolic diseases via dysregulation of monocyte/macrophage enhancers and functions related to innate immunity.

**Fig. 7:**
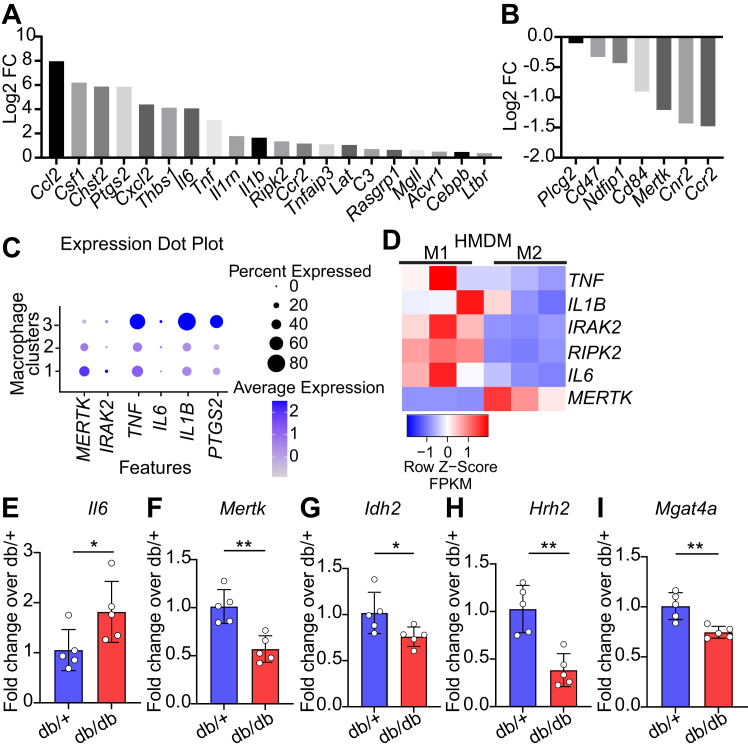
Inflammation-associated genes are upregulated and phagocytosis/efferocytosis genes are downregulated in macrophages in vivo in atherosclerosis and diabetes. A, B: Expression of PA-regulated enhancer-associated genes in bone marrow-derived macrophages from mice with accelerated atherosclerosis. Bar graphs show upregulated genes (A) and downregulated genes (B). C: Expression of inflammatory and efferocytosis genes in macrophage clusters 1–3 from human atherosclerotic plaques Data from GSE155512. were plotted using PlaqView, an open-source single-cell portal for cardiovascular research. D: Inflammatory response genes increased in human macrophages with the M1 phenotype, and *MERTK* expression downregulated in the M1 phenotype compared to the M2 phenotype. Heatmap showing the Gene expression analysis (FPKMs) from a published study GSE55536) of inflammatory genes *TNF*, *IL1B*, *IRAK2*, *RIPK2*, and *IL6* and efferocytosis gene *MERTK* in human macrophages with M1 and M2 phenotypes. E–I: qRT-PCR analysis of indicated genes in peritoneal macrophages from type 2 diabetic db/db or control db/+ mice. ∗*P* < 0.05 and ∗∗*P* < 0.01 as determined by unpaired *t* test for D–H (n = 5).

## Discussion

In this study, we report for the first time that PA treatment leads to extensive reprogramming of the enhancers/SE repertoire in human monocytes, which was associated with increased expression of inflammatory genes and reduced expression of phagocytosis and efferocytosis-related genes. The observed changes in gene expression correlated with PA-induced genomic interactions between enhancers and promoters of these genes. Furthermore, similar changes in gene expression were observed in macrophages from mice and humans with obesity, T2D, and atherosclerosis, pathologies known to be associated with elevated PA levels. Moreover, we observed that PA-regulated enhancers harbor genetic variations reported to be potentially involved in metabolic disease. These findings suggest that PA-induced epigenetic mechanisms at key genomic regulatory enhancers can contribute to monocyte and macrophage dysfunction associated with inflammatory cardiometabolic diseases.

We observed that PA increased several inflammatory genes like *IL1B* and *TNF*, which are closely associated with dysfunction of pancreatic islets, adipose, and skeletal muscle related to insulin resistance and hyperglycemia (44). PA-induced genes such as *RIPK2* and *IRAK2* are upstream regulators of NOD signaling and NF-κB activation involved in inflammatory gene expression (45, 46). We previously reported that PA induces *RIPK2* in human and mouse macrophages (30), but the mechanisms were not investigated. Here, we show that *RIPK2* and other inflammatory mediators like *IRAK2* are regulated by PA via putative enhancer-dependent mechanisms involving interactions between their promoters and cognate upstream enhancers/SEs. We observed several of these PA-regulated gene promoters show interactions with enhancers/SEs which were further increased after PA treatment. In contrast, genes associated with phagocytosis and efferocytosis, such as *HRH2* (47) and *MERTK*, and metabolism genes, such as *IDH2*, involved in M2 polarization (48), were downregulated, which could augment the inflammatory phenotype of macrophages. Downregulation of *MERTK*, a receptor tyrosine kinase, can impair efferocytosis and lead to inflammation and immune activation. We verified that PA suppressed efferocytosis of apoptotic T cells and inhibited phagocytosis of *E. coli* bioparticles, indicating functional outcomes for the downregulation of *MERTK* and *HRH2*. Furthermore, our data reveals a novel epigenetic mechanism for *MERTK* gene regulation by PA via dysregulated chromatin looping in human macrophages. It is possible that other downregulated genes shown in this study are regulated by similar mechanisms. These findings demonstrate the role of epigenetic mechanisms triggered by PA that regulate chromatin function at cis-regulatory elements.

Obesity, diabetes, and related cardiovascular complications are associated with increased inflammation, defective efferocytosis, and increased risk for infections. Our data clearly showed PA promotes upregulation of inflammatory genes and downregulation of protective genes involved in tissue homeostasis and immunity. These genes were similarly regulated in macrophages from diabetic *Apoe*^*--*^ mice with accelerated atherosclerosis in T2D db/db mice and in M1/M2 polarized human macrophages. Inactivation of the MERTK protein in atherosclerotic plaques via proteolytic cleavage impairs macrophage efferocytosis and promotes necrosis, defective resolution and progression of atherosclerosis (49). Thus, downregulation of *MERTK* by PA can also contribute to the defective efferocytosis and inflammation resolution associated with the pathogenesis of atherosclerosis. These data provide in vivo and disease relevance of our findings.

We observed that PA-altered enhancers overlapped with SNPs reported to be associated with diabetes and obesity, and these SNP-harboring enhancers were associated with genes altered in PA-treated human monocytes and macrophages. Dysregulated expression of such PA-upregulated genes e.g. *HDAC9*, *PCSK6*, and *CSF1* might contribute to the increased inflammation and risk for cardiovascular/cardiometabolic disease. *Hdac9* and *Apoe* double knockout mice depict decreased aortic lesion size compared to *Apoe* knockout alone. Moreover, deletion of *Hdac9* in bone marrow cells of *Ldlr*^*−/−*^ (low-density lipoprotein receptor knockout) mice decreased atherosclerosis. Furthermore, *Hdac9* deletion increased lipid homeostatic genes, and decreased inflammatory gene expression and polarized macrophages towards M2 phenotype (50). Interestingly, *Hdac9*^−/−^ mice were protected from diet-induced obesity and displayed improved insulin sensitivity and lower body weight (51). In macrophages and endothelial cells, HDAC9 was shown to activate IKKα/β and inflammatory response and was also implicated in atherosclerotic plaque instability (52, 53). It is possible that PA induced *HDAC9* is regulated by related enhancer SNPs to modulate macrophage functions associated with inflammation in metabolic disorders. Moreover, *PCSK6* upregulation plays an important role in macrophage activation in inflammatory and cardiovascular diseases (54, 55, 56). These results suggested that genetic variations in PA-regulated enhancers may affect the expression of these key genes to increase the risk for inflammatory metabolic diseases. However, clearly, more studies are needed to validate these observations in clinical cohorts and determine causality.

NF-κB TF regulates inflammatory gene expression by binding to promoters and enhancers in monocytes and macrophages (21). BRD4 protein can bind to H3K27ac at enhancers/SEs to modulate NF-kB activity and inflammatory gene expression (57). Notably, BRD4 inhibition blocks the communication between SEs and key target promoters, which is the mechanism of action of BRD4 inhibitors like JQ1 (40). Evidence shows myeloid-specific deletion of Brd4 in mice protected from inflammation and diet-induced obesity (58). Interestingly JQ1 suppressed atherogenesis in *Ldlr* ^*−/−*^ mice (24). Our results showed that JQ1 inhibited PA-induced inflammatory genes, supporting a role for BDR4-mediated enhancer coactivator functions in PA-induced gene regulation. Moreover, motifs for inflammation-associated TFs like NF-κB were enriched in PA-upregulated enhancers regions. We found that NF-κB signaling inhibitor BAY 11–7082 reduced PA-induced expression of inflammatory genes like *IRAK2* and increased the expression of *MERTK*, suggesting enhancer crosstalk between NF-κB and BRD4 in the regulation of PA-induced genes in human macrophages.

Taken together, our results identified epigenetic mechanisms regulated by PA at enhancers and SEs mediating the expression of genes involved in monocyte/macrophage dysfunction and showed the relevance of these changes to the pathology of cardiometabolic diseases. These dysregulated enhancers and associated genes represent novel therapeutic targets for inflammatory cardiometabolic diseases.

## Data availability

The RNA sequencing data were previously submitted to GEO under accession number GSE214160. The ChIP-seq data of H3K27ac are submitted to GEO under the accession number GSE281939.

## Supplemental data

This article contains supplemental data (33, 34).

## Conflicts of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Palmitic acid alters enhancers/super-enhancers near inflammatory and efferocytosis-associated genes in human monocytes
**Source:** J Lipid Res. 2025 Mar 9;66(4):100774. doi: 10.1016/j.jlr.2025.100774
**Supplement:** Supplemental Material

## **Supplementary materials:**

### **Palmitic acid alters enhancers/super-enhancers near inflammatory and efferocytosis-associated genes in human monocytes**

Vinay Singh Tanwar<sup>1</sup>, Marpadga A. Reddy<sup>1</sup>, Suchismita Dey<sup>1</sup>, Vajir Malek<sup>1</sup>, Linda Lanting<sup>1</sup>, Zhuo Chen<sup>1</sup>, Rituparna Ganguly<sup>1</sup> and Rama Natarajan<sup>1,2\*</sup>

## Supplemental Figures

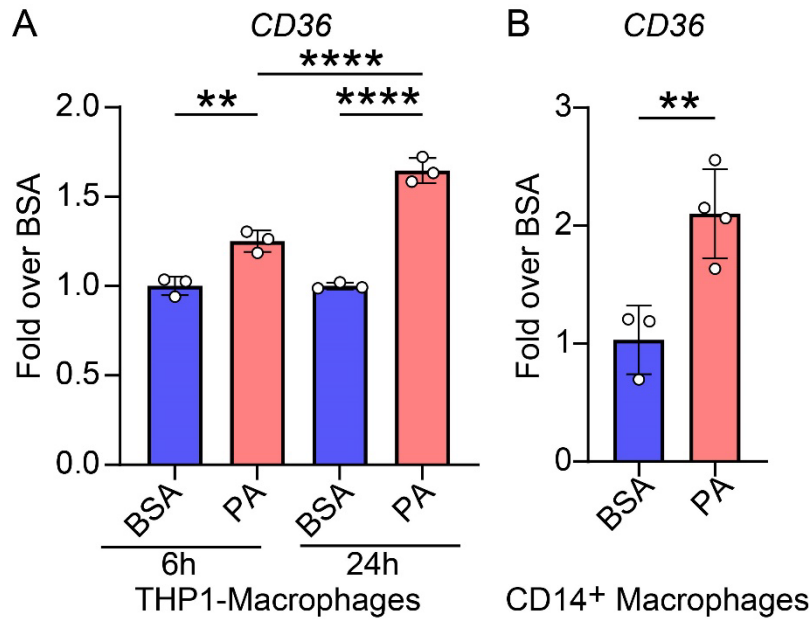

**Supplemental Fig. S1: Palmitic acid upregulates the expression of *CD36* in human macrophages.** A-B: Human THP1-macrophages (A) and CD14<sup>+</sup>macrophages (B) were treated with palmitic acid (200μM) for 6 or 24h followed by RT-qPCR for determining *CD36* expression.

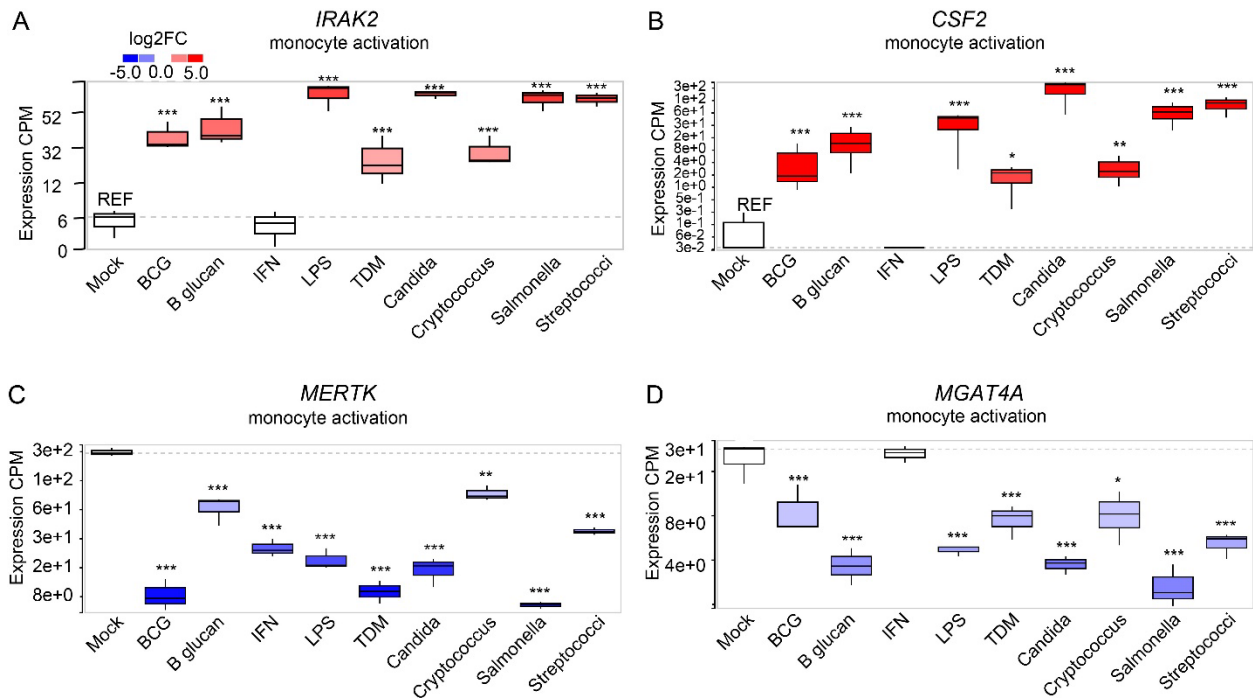

**Supplemental Fig. S2:** Inflammatory agents, bacterial and fungal pathogens alter expression of inflammatory and efferocytosis genes associated with PA-regulated enhancers/super enhancers.

A-D: Gene expression analysis of upregulated genes *IRAK2* (A) and *CSF2* (B) and downregulated genes *MERTK* (C) and *MGAT4A* (D) in human monocytes treated with Inflammatory agents, and bacterial and fungal pathogens. Graphs were downloaded from the FANTOM5 cap analysis of gene expression (CAGE) database (<https://fantom.gsc.riken.jp/cat/v1/#/>).

## Supplemental Tables

**Supplemental Table S1.** Sequences of PCR primers. Human genes are indicated in uppercase letters and mouse genes are indicated in lowercase.

| Gene                | Forward                            | Reverse                     |
|---------------------|------------------------------------|-----------------------------|
| <i>RPLPO</i>        | GAAACTCTGCATTCTCGCTTC              | GGTGTAAATCCGTCTCCACAG       |
| <i>CSF1</i>         | TGGCGAGCAGGAGTATCAC                | AGGTCTCCATCTGACTGTCAAT      |
| <i>GLIS3</i>        | GTTCAGCGACTGGGACTCATT              | CCCTCTGTAAGCTAGGACTGAT      |
| <i>HDAC9</i>        | AGTAGAGAGGCATCGCAGAGA              | GGAGTGTCTTTCGTTGCTGAT       |
| <i>PCSK6</i>        | CGCAGGCCCTTTACTTCAAC               | CGGCAGCGACTGTTCTTGT         |
| <i>TPCN2</i>        | TCCCTGAGTCTCGTGTGTCAT              | AGCATTCCGAACATGGTGAAG       |
| <i>AGRN</i>         | GTCCTGCGTCTGCAAGAAGAG              | CTCGCATTTCGTTGCTGTAGG       |
| <i>IL1B</i>         | CAAAGGCGGCCAGGATATAA               | CTAGGGATTGAGTCCACATTGAG     |
| <i>TNF</i>          | CCCTGAAAACAACCCTCAGA               | GTCCTTTCCAGGGGAGAGAG        |
| <i>RIPK2</i>        | ACCATTCCCTACCACAACTC               | AGTGTGGATGTGCAGGTG          |
| <i>OSBPL8</i>       | TCCTCATAGCCAGGGTTTTGA              | AGGATCTGTGATTGTACTGAGCA     |
| <i>MERTK</i>        | AAATCCCCCTCCGTGCTAAC               | TGGGGAGGGAATTGCTTTGA        |
| <i>IDH2</i>         | CAGTTCATCAAGGAGAAGCTCA             | GTGGCCAGTGCAGAGTCAAT        |
| <i>HRH2</i>         | CGTGTCTTGGCTATCACTGA               | GGCTGGTGTAGATATTGCAGAAG     |
| <i>MGAT4A1</i>      | ACATGGTGTTGTAGCCAACCT              | GCCCTTTTCTTGAGCATAATCA      |
| <i>CSF2</i>         | CTGAACCTGAGTAGAGACACTG             | GCCCTTGAGCTTGGTGAG          |
| <i>IRAK2</i>        | GCTCACCCAATGGCTCATCT               | CCTCGGCAACACTATTCCA         |
| <i>CD36</i>         | GCCAGGTATTGCAGTTCCTTC              | TGTCTGGGTTTCAACTGGAG        |
| <i>Rplpo</i>        | TTATAACCCTGAAGTGCTCGAC             | GCGCTTGTAACCCATTGATG        |
| <i>Il6</i>          | GATGCTACCAAACCTGGATATAATCAG        | CTCTGAAGGACTCTGGCTTTG       |
| <i>Mertk</i>        | CAGGGCCTTTACCAGGGAGA               | TGTGTGCTGGATGTGATCTTC       |
| <i>Idh2</i>         | GGAGAAGCCGGTAGTGGAGAT              | GGTCTGGTCACGGTTTGAA         |
| <i>Hrh2</i>         | CCCAATGGCACGGTTCATTC               | GCCGACGATTCAAGCTGACA        |
| <i>Mgat4a</i>       | ATGAGGCTCCGAAATGGAAC               | CCACTCGAAGACGCTCTTTAG       |
| <b>ChIP primers</b> |                                    |                             |
| <i>CSF2</i>         | GGCTTTCTACCTAAGAACCCTG             | GCAGTTTCCCATTGTCCTTG        |
| <i>RIPK2</i>        | AGGTGTGGGAATAAAGAGCAG              | AACCGTGAATGTCCTTGGG         |
| <i>IRAK2</i>        | TGTCACAGCCCTTTCTTGAG               | CATCCCTCCAAACCTGCTC         |
| <i>MERTK</i>        | ACTTGACTTTCCTTGAGCCC               | GCCACAAATTGAGAACAGCC        |
| <b>3C Primers</b>   |                                    |                             |
| <i>IRAK2 E3 P1</i>  | GAGTGGTAACTGAGATGTGTCC             | GGCAGAGACAGGAAGTTGATT       |
| <i>IRAK2 E3 P2</i>  | CTTCTGTTTCTAGGAAATTCAATTAGA<br>AGG | AGACAGGAAGTTGATTGTCTATCTTTG |
| <i>IRAK2 E3 P3</i>  | CTTCTGTTTCTAGGAAATTCAATTAGA<br>AGG | TTCTCTACCCCTTGAGACCA        |

|                |                                    |                                     |
|----------------|------------------------------------|-------------------------------------|
| IRAK2 E3<br>P4 | CTTCTGTTTCTAGGAAATTCAATTAGA<br>AGG | TACGTACATGTGTTTTAAAGAGAGAAGT<br>TAT |
| MERTK E3       | CCCAGCTGGAAGAATGAAAAGTT            | GGTTGTACATTTCTGAGTC                 |
| MERTK E4       | CCCAGCTGGAAGAATGAAAAGTT            | TATATAGGAGGCACAGTG                  |

**Supplemental Table S2.** Summary of enhancers classified based on the impact of PA and overlap with SNPs associated with T2D, BMI and obesity.

**SNP analysis in PA-regulated enhancers:** The SNPs associated with T2D, BMI and obesity (7830) were obtained from published GWAS studies (1). PA-regulated enhancer regions (FDR<0.05, n=861) and non-PA-regulated enhancers (FDR>0.05, N=9370) overlapping with these SNPs were identified using intersectBed command in bedtools (2). Two-sided Fisher's exact test was used to determine the statistical significance of enrichment of these SNPs in PA-regulated enhancer regions (\* odds ratio=2.38, p-value = 0.0001).

|                               |                  | Total Enhancers | Enhancers Classified based on SNPs |                              |
|-------------------------------|------------------|-----------------|------------------------------------|------------------------------|
|                               |                  |                 | Contain SNPs of interest           | Not Contain SNPs of interest |
| Classified based on PA effect | PA-regulated     | 861             | 30*                                | 831                          |
|                               | Not PA-regulated | 9370            | 140                                | 9230                         |

**Supplemental Table S3.** PA-regulated enhancers overlapping with SNPs associated with obesity, Body mass index (BMI), and type 2 diabetes (T2D).

Table showing the list of PA-regulated enhancers (enhancer location and H3K27ac enrichment (log2FC)) containing SNPs associated with obesity, Body mass index (BMI), and type 2 diabetes (T2D). The reported values for SNPs (reported genes, mapped gene, disease/trait and genetic association p-values) are from GWAS catalog. NR = not reported; NA= not applicable.

| S. No | Enhancers Location       | Enhancer (log2FC) | SNP         | REPORTED GENE(S) | MAPPED GENE        | DISEASE / TRAIT        | Genetic Association P-VALUE |
|-------|--------------------------|-------------------|-------------|------------------|--------------------|------------------------|-----------------------------|
| 1     | chr1:1004335-1006342     | 3.22              | rs3934834   | NR               | AGRN - RNF223      | BMI                    | 6E-07                       |
| 2     | chr4:1290328-1300797     | -1.13             | rs13108904  | MAEA, KIAA1530   | MAEA               | Obesity-related traits | 0.000002                    |
| 3     | chr16:4009383-4015619    | 1.44              | rs2531995   | ADCY9            | ADCY9              | BMI                    | 0.000001                    |
|       |                          |                   | rs2238435   |                  | ADCY9              | BMI                    | 2E-31                       |
| 4     | chr19:18474357-18492051  | 0.95              | rs10424912  | NR               | GDF15              | BMI                    | 6E-11                       |
| 5     | chr20:23091838-23143355  | 0.70              | rs1320561   | LOC200261, CD93  | CD93 - LINC00656   | Obesity-related traits | 0.000001                    |
| 6     | chr8:23385265-23413552   | 0.76              | rs11779446  | NR               | SLC25A37           | BMI                    | 8E-10                       |
|       |                          |                   | rs11781222  | NA               | SLC25A37           | BMI                    | 3E-12                       |
| 7     | chr20:30637121-30681596  | -1.01             | rs1987960   | NR               | HCK                | BMI                    | 5E-09                       |
| 8     | chr16:31358145-31371716  | 0.62              | rs7190997   | NR               | ITGAX              | BMI                    | 1E-13                       |
| 9     | chr15:45926143-45950357  | 0.81              | rs607541    | SQRDL            | SQOR               | Obesity-related traits | 0.000008                    |
| 10    | chr17:46122604-46135943  | 0.98              | rs3764400   | CBX1             | NFE2L1-DT          | BMI                    | 4E-07                       |
| 11    | chr1:54694649-54697810   | 2.42              | rs4061073   | SSBP3            | SSBP3              | BMI                    | 0.000004                    |
| 12    | chr15:63766106-63798839  | 0.53              | rs56187480  |                  | LINC02568 - USP3   | BMI                    | 3E-09                       |
|       |                          |                   | rs144268704 |                  | LINC02568 - USP3   | BMI                    | 1E-09                       |
| 13    | chr11:72443929-72453561  | 0.74              | rs7123876   | NA               | ARAP1              | BMI                    | 3E-10                       |
| 14    | chr16:79360480-79365554  | -2.89             | rs7191820   | intergenic       | RNA5SP431 - NA     | Obesity-related traits | 0.000006                    |
| 15    | chr1:110438106-110445581 | 2.55              | rs333960    | CSF1             | LINC01768 - CSF1   | Obesity-related traits | 2E-07                       |
| 16    | chr6:113948836-113978051 | -0.50             | rs9384878   |                  | LINC02541 - MARCKS | BMI                    | 2E-08                       |
| 17    | chr2:113991466-114002435 | 1.11              | rs13405033  | NA               | PAX8-AS1, PAX8     | BMI                    | 2E-07                       |

|    |                               |       |             |                                |                      |                                                                      |          |
|----|-------------------------------|-------|-------------|--------------------------------|----------------------|----------------------------------------------------------------------|----------|
|    |                               |       | rs58603829  | IL10RA                         | TMPRSS13<br>- IL10RA | Obesity-<br>related<br>traits                                        | 0.000006 |
| 18 | chr8:13286156<br>8-132872821  | 1.05  | rs11997238  | NR                             | NA -<br>EFR3A        | BMI                                                                  | 6E-09    |
| 19 | chr6:13963961<br>4-139667755  | -0.59 | rs11155053  | CITED2                         | TXLNB -<br>CITED2    | Obesity-<br>related<br>traits                                        | 0.000009 |
| 20 | chr5:16971260<br>8-169731181  | 0.72  | rs3804250   | LCP2                           | LCP2                 | BMI and<br>Diastolic<br>blood<br>pressure<br>(bivariate<br>analysis) | 0.000005 |
| 21 | chr1:15097139<br>4-150975892  | 2.35  | rs140386498 | FAM63A                         | MINDY1               | T2D                                                                  | 8E-08    |
| 22 | chr11:6884573<br>9-68849177   | 1.51  | rs35264875  | TPCN2                          | TPCN2                | T2D                                                                  | 0.000002 |
| 23 | chr12:1118343<br>56-111838378 | 1.19  | rs149212747 | SH2B3,<br>ALDH2                | LINC02356            | T2D                                                                  | 2E-11    |
| 24 | chr14:1038818<br>97-103895654 | 0.88  | rs62007683  | MARK3                          | MARK3                | T2D                                                                  | 3E-08    |
| 25 | chr15:1019848<br>44-101997560 | 2.23  | rs6598475   | PCSK6                          | PCSK6                | T2D                                                                  | 2E-08    |
| 26 | chr17:4612260<br>4-46135943   | 0.98  | rs9900074   | NR                             | NFE2L1-DT            | T2D                                                                  | 3E-10    |
| 27 | chr2:14525895<br>8-145283355  | -0.57 | rs2033159   | NR                             | ZEB2                 | T2D                                                                  | 5E-10    |
| 28 | chr4:16452729<br>0-164536682  | -1.31 | rs3792615   |                                | MARCHF1              | T2D                                                                  | 0.000009 |
| 29 | chr7:18542661<br>-18550451    | 1.41  | rs11298745  | HDAC9,<br>MIR1302-6,<br>TWIST1 | HDAC9                | T2D (age<br>of onset)                                                | 0.000002 |
| 30 | chr9:4291997-<br>4302321      | 1.29  | rs4258054   | GLIS3                          | GLIS3                | T2D                                                                  | 6E-08    |
|    |                               |       | rs10814916  | GLIS3                          | GLIS3                | T2D                                                                  | 6E-12    |
|    |                               |       | rs10758593  | GLIS3                          | GLIS3                | T2D                                                                  | 3E-07    |

## References

1. Sollis, E., A. Mosaku, A. Abid, A. Buniello, M. Cerezo, L. Gil, T. Groza, O. Gunes, P. Hall, J. Hayhurst, A. Ibrahim, Y. Ji, S. John, E. Lewis, J. A. L. MacArthur, A. McMahon, D. Osumi-Sutherland, K. Panoutsopoulou, Z. Pendlington, S. Ramachandran, R. Stefancsik, J. Stewart, P. Whetzel, R. Wilson, L. Hindorff, F. Cunningham, S. A. Lambert, M. Inouye, H. Parkinson, and L. W. Harris. 2023. The NHGRI-EBI GWAS Catalog: knowledgebase and deposition resource. *Nucleic Acids Res* **51**: D977-D985.
2. Quinlan, A. R., and I. M. Hall. 2010. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**: 841-842.

How the deposited data were processed for this re-analysis (not part of the article)

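The data were RNA-seq read counts of 10 samples. CD14+ monocytes from human blood were treated with BSA or PA (2 samples each). THP1 cells, a human monocytic leukemia cell line that was differentiated to macrophages, were all treated with PA and received a control GapmeR or either of 2 GapmeRs against the lncRNA PARAIL (2 samples each). A GapmeR is an antisense oligonucleotide that directs RNase H to its target RNA. The THP1 samples belong to an earlier study that the paper cites, and the paper does not report on them, so they appear only in the closing observations. Monocyte libraries were made from total RNA depleted of ribosomal RNA, and THP1 libraries from polyadenylated RNA.

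The authors deposited raw read counts per Ensembl gene in the layout of HTSeq, 1 file per sample, without normalization and without pooling of replicates. The paper's text and its supplement name no aligner, genome build, annotation, strand setting, test or threshold for the RNA-seq, and refer to the earlier study. The build and aligner in its methods are those of the H3K27ac ChIP-seq, whose data were not analysed here. The lines of the files that name no gene were left out of library sizes and tests. They held from 57.8% to 62.7% of the reads in the monocyte files and from 24.2% to 28.0% in the THP1 files, mostly reads placed at more than 1 site in monocytes. Reads on no gene were 22.6% and 23.4% of the uniquely placed reads in the BSA libraries and 20.5% and 20.4% in the PA libraries. The reads on genes are given above for the monocytes and were 32410653 and 30808982 with the control GapmeR, 30216525 and 28409208 with GapmeR 1, and 30685200 and 31950528 with GapmeR 2. Symbols and positions came from GENCODE v44 lifted to GRCh37, which matched 32868 of 34602 identifiers in the THP1 files. Identifiers without a symbol are printed as they stand, and a gene whose identifier has changed between releases can be among them. Among 10 genes that each took over 1% of a monocyte library, the largest share was 6.03% (*CXCL8* in PA replicate 2).

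Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest) and limma 3.58.1 (camera, fry), and summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The 4 monocyte samples were fitted by themselves. The 6 THP1 samples were fitted together, so that all groups share an estimate of the spread, over 15284 tested genes. The biological coefficient of variation was 0.104 in monocytes and 0.0620 in THP1 macrophages. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2FC of at least 1 in size. The tests, the gene lists and the alternatives were set before the data were examined, except where the text says that they were chosen later. The genes named are those that the paper names for RNA, the genes mapped in Table S3, the 5 largest rises and 5 largest falls in monocytes, and the 3 largest rises and 3 largest falls for each GapmeR, among genes past the thresholds with a mean of at least 10 CPM where they were higher. Around *IRAK2* and *MERTK* the tested genes with the nearest starts and those past the thresholds are named. Other genes are named with a statement that they were chosen after their values were seen.

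The 20 gene lists were written by hand and are not those of KEGG or DAVID. They cover chemokines and cytokines, TNF signaling, NF-κB signaling, lipid and atherosclerosis, hematopoietic cell lineage, phagosome, efferocytosis, T cell, B cell, NK cell, platelet, neutrophil and classical monocyte markers, fatty acid (PPAR-type) targets, sterol synthesis, unsaturated fatty acid synthesis, the integrated stress and unfolded protein response, the type I interferon response, metallothioneins and oxidative stress, and the cell cycle. Lists with at least 5 tested genes were tested with camera. No median of a list changed when genes without reads in a condition were set to the bound that 3 counts give. Correlations with the paper's H3K27ac values used 100000 permutations.

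The alternatives were DESeq2 1.42.0 with its own size factors, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every sample, a term for the replicate number, no genes over 1% of any library, each library left out in turn, other thresholds, camera with an estimated correlation, fry, and for THP1 only the 4 samples of a contrast. With a library left out, a condition with a single sample gives values but no test. Thinning to the smallest library, offsets for GC content and transcript length, and the Fisher's exact tests of the gene lists were added after the data were seen. With 2 samples per group no permutation test of a gene can reach a p under 0.05 and no regrouping of the samples was run.

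The edgeR step was tested on simulated counts with 200 changed genes. For the monocyte comparison it called 199 of them and 3 of the unchanged genes among 13069 simulated, and for GapmeR 1 and GapmeR 2 it called all 200 and 2 unchanged genes among 15020 and 15004. The changed genes lay above an expression limit and their changes were larger than the fold change threshold, so weaker changes were not tested. For monocytes they were also far fewer than the genes called in the data. Of 50 simulated lists without a change, camera gave a p under 0.05 for 0 and fry for 3, on 13089 genes. Genes were simulated independently of each other, so the preset correlation of camera was not tested by this. To show what a shared control alone gives, all 6 THP1 libraries, the control included, were simulated 20 times without a change between groups. Strand of counting and multiply placed reads limit the values of overlapping, antisense and paralogous genes. H3K27ac, promoter capture Hi-C, RT-qPCR and mouse data of the paper were not analysed here. Results for some single genes are not reported here.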

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

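The library size and genomic DNA tests of the GapmeR 2 libraries, the thinning, the GC and length offsets, the direct comparison of the GapmeRs, the metallothionein sum, the shift from the shares of large genes and the choice of the single genes named for each list were made only after the results were seen.

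The THP1 samples carry changes that the paper does not report on. PARAIL (ENSG00000251136, chromosome 8 of GRCh37 from 90557653 to 90770040, minus strand, beside *RIPK2* on the opposite strand) had 270 and 270 reads with the control GapmeR, 37 and 46 with GapmeR 1, and 26 and 36 with GapmeR 2. Its log2FC was -2.66 (standard error 0.181, adjusted p = 4.55e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.18 (standard error 0.190, adjusted p = 2.78e-06, same test), so both labels hold. GapmeR 1 raised 67 genes and lowered 136, and GapmeR 2 raised 720 and lowered 158. Both raised 24 genes and lowered 46, and 0 genes were called in opposite directions. How many shared calls the common control gives to lists of these sizes was not tested. Across all tested genes the log2FC of the GapmeRs correlated at r = 0.387, and 71.2% of genes had the same sign. Simulated groups without a change, which shared a simulated control, gave r = 0.499 (from 0.486 to 0.529) and 66.9% (from 66.5% to 67.2%). No change was simulated, whereas genes were called with both GapmeRs, so the lower r does not show that they agree less. Compared directly, 612 genes were higher and 58 lower with GapmeR 2 than with GapmeR 1. Of the 720 genes raised by GapmeR 2, 518 were also higher than with GapmeR 1, and of the 158 lowered, 21 were also lower. The largest rises with GapmeR 1 were *CIART* (log2FC 1.48), *GJA3* (1.36) and *SIRPB2* (1.10), and the largest falls *NPL* (-2.21), *FBXO32* (-1.90) and *CCL19* (-1.85). With GapmeR 2 the largest rises were an unnamed gene (ENSG00000234210) with 0 and 2 reads in control and 401 and 540 with GapmeR 2, *GARIN4* (log2FC 7.39) and *PYGM* (5.40), and the largest falls *TGFB3* (-1.71), *CELF2* (-1.61) and *FN1* (-1.52). *RIPK2* fell by 0.45 on the log2 scale with GapmeR 1 (adjusted p = 0.0208, same test) and by 0.27 with GapmeR 2 (adjusted p = 0.0886, same test). The fall with GapmeR 1 was between 0.30 and 0.64 with single libraries left out, and the difference between the GapmeRs for *RIPK2* was 0.18 (adjusted p = 0.304, same test).

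Most genes called with GapmeR 2 were higher. A difference in library size is argued against, since the larger GapmeR 2 total of 31950528 reads lies within the range of the other 4 libraries. For genomic DNA or unspliced RNA, the share of uniquely placed reads on no gene does not decide. It was 9.40% and 9.75% in the GapmeR 2 libraries and from 8.85% to 9.58% in the other libraries. The lower GapmeR 2 value lies within that range and the higher lies above it, so a small contribution stays open. With offsets for GC content and transcript length 668 genes were still higher and 205 lower. Transcription running on from an expressed gene upstream is a candidate explanation for part of the excess. Of the 684 genes higher with GapmeR 2 that have a place in the annotation, 41.2% had an expressed gene ending within 10 kb upstream on the same strand. In 10000 random lists matched on expression the median was 13.6% (from 11.3% to 16.2%), and 0 lists reached the observed share. The share was 1.29% for the genes lower with GapmeR 2 and 19.4% for the genes higher with GapmeR 1, where the matched median was 13.4%. Windows of 5 kb and 20 kb gave 28.7% and 55.6% for the genes higher with GapmeR 2. Run-on transcription may not account for all of it, since 304 of the higher genes had no expressed gene ending within 20 kb upstream against 147 of the lower genes. Loss of PARAIL, which both GapmeRs lowered by a similar size, remains open for the shared genes, and an effect of the GapmeR 2 sequence on other RNAs was not tested.

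In monocytes, 6 gene lists outside the pathways that the paper discusses shifted with PA (camera on the edgeR fit with adjustment over 20 lists). Sterol synthesis genes (targets of SREBP2) had a median log2FC of 0.79 over 24 tested genes, 20 of them positive (adjusted p = 2.90e-05), among them *SQLE* (log2FC 1.73, standard error 0.144). Genes of unsaturated fatty acid synthesis (targets of SREBP1) had a median of 1.08 over 19 genes, 15 of them positive (adjusted p = 9.10e-04), with *SCD* at 1.33 (standard error 0.129) and *FADS1* at 1.49 (standard error 0.121), while *ACACB* fell (-1.75, standard error 0.248). The integrated stress and unfolded protein response had a median of 1.23 over 37 genes, 33 of them positive (adjusted p = 3.27e-12), with *ATF3* at 3.87 (standard error 0.159) and *SESN2* at 3.39 (standard error 0.192). The type I interferon response had a median of 0.89 over 44 genes, 39 of them positive (adjusted p = 3.63e-08), with *RSAD2* at 5.39 (standard error 0.250). Metallothioneins and oxidative stress genes had a median of 1.08 over 23 genes, 18 of them positive (adjusted p = 4.62e-14), although *HMOX1* fell (-2.04, standard error 0.131). Cell cycle genes had a median of -0.81 over 31 genes, 5 of them positive (adjusted p = 0.0119).

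Several technical explanations for the changes in monocytes were weighed. For a difference in library size, the outcome written down before the test as its mark was met. The totals of the BSA and PA libraries did not overlap, and the log2FC rose weakly with expression (Spearman's rho across genes 0.125). With all libraries thinned to the smallest, a test chosen afterwards, 76.6% of the calls stayed calls in the same direction, and 2537 of the 3084 were still tested. This argues against library size as the whole cause and leaves open a part in the weaker changes. The genes over 1% of any library together took 16.5% and 13.4% of the reads with BSA and 13.7% and 15.4% with PA. Their shares can shift all other genes by at most 0.0513 on the log2 scale between libraries, which argues against a few genes taking most of the counts. With offsets for GC content and length 3091 were called, against 3084. The split moved to 1721 higher and 1370 lower, from 1530 and 1554. The offsets kept 1528 of the higher and 1359 of the lower calls. This argues against such a bias as the cause of most calls and leaves open a part in the split. Reads counted on the wrong metallothionein paralog would leave the sum of the paralogs unchanged. Reads placed on several paralogs were counted on no gene, so the sum cannot test a part of those. The sum over 12 metallothionein genes, 9 of them with reads, went from 8.50 and 8.42 CPM with BSA to 1278 and 1200 CPM with PA, a log2 ratio of means of 7.19. A response of these pathways to PA may therefore underlie the shifts, as a hypothesis found and tested on the same libraries.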

How the results depend on the processing

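Thinning to the smallest library, offsets for GC content and length, and the Fisher's exact tests of the gene lists were chosen only after the results were seen.

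The monocyte counts of genes were within 1.5 times of the reported 1530 higher and 1554 lower under all alternatives but these. At least 10 counts in every sample gave 951 higher and 1171 lower over 10958 genes, fewer because fewer genes were tested. No threshold on the fold change gave 3228 and 3107 by its construction. The others ran from 1251 (thinned) to 1721 (offsets) higher and from 1304 (adjusted p under 0.01) to 1740 (upper-quartile) lower. The share of calls that were higher was 49.6%, 44.8% with upper-quartile normalization and 55.7% with offsets. No gene called in both was called in opposite directions under any of 9 refits, DESeq2 sharing 1386 and 1315 of the calls and thinning 1193 and 1170.

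For GapmeR 1, DESeq2 gave 37 genes higher and offsets 41, the cause not tested. DESeq2 gave no adjusted p for 2075 genes. With offsets the share of calls that were higher went from 33.0% to 19.9% for GapmeR 1 and from 82.0% to 76.5% for GapmeR 2. At least 10 counts in every sample gave 361 genes higher for GapmeR 2, since only 479 of the 878 genes called for it were then tested, and DESeq2 gave 103 lower, the cause not tested. Leaving out a library of the other GapmeR gave from 66 to 70 higher and 136 to 138 lower for GapmeR 1, and from 798 to 814 higher and 173 to 174 lower for GapmeR 2.

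With the correlation between genes estimated by camera in place of preset, adjusted p rose above 0.05 (from 0.163 to 0.447) at unchanged medians for chemokines and cytokines (1.29), TNF signaling (0.63), NF-κB signaling (0.52), lipid and atherosclerosis (0.33), efferocytosis (-0.39), classical monocyte markers (-1.06), SREBP2 targets (0.79), SREBP1 targets (1.08), the stress response (1.23), interferon response (0.89), metallothioneins (1.08) and cell cycle (-0.81). All 12 kept an adjusted p under 0.05 with fry, which does not set a list against the other genes. It also called NK cell markers (0.53, adjusted p = 0.0324, from 0.0324 to 0.362 over the alternatives), platelet markers (2.8, 0.0134, from 0.0134 to 0.500) and PPAR-type targets (-0.31, 0.0134, from 0.0134 to 0.351). At least 10 counts in every sample gave -0.74 for the hematopoietic list (adjusted p = 0.0481, from 0.0481 to 0.910), with 48 genes left and the genes called higher down from 20 to 10, so the removed genes account for it. B cell markers changed sign to -0.0601 with upper-quartile normalization, -1.10 at 10 counts in every sample and -0.49 when thinned. Neutrophil markers changed sign to 2.07 with no filter, with 15 genes tested in place of 6. When thinned they also changed sign, to 0.91, with only 2 genes left. B cell markers had 11 tested genes, 5 of them left at 10 counts in every sample (adjusted p = 0.0372, from 0.0372 to 0.875).

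With no filter, Fisher's exact test called chemokines (odds ratio 1.8) and lipid and atherosclerosis (1.93) among the genes lower as well, and the odds ratio of NF-κB signaling there rose to 1.27 from below 1. Phagosome genes were called among the genes higher with no filter (2.45), 10 counts in every sample (1.98), offsets (1.64) and DESeq2 (1.73). The cause was not tested.

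Across the 4 fits that each left out 1 monocyte library, medians ran from 0.0571 to 0.20 for B cell markers, from -1.04 to -0.72 for cell cycle, from 1.19 to 1.49 for chemokines and cytokines, from -0.47 to -0.40 for efferocytosis, from -0.42 to -0.31 for hematopoietic lineage, from 1.17 to 1.26 for the stress response, from 0.33 to 0.35 for lipid and atherosclerosis, from 0.36 to 0.58 for NF-κB signaling. They also ran from 0.25 to 1.72 for NK cell markers, from -0.48 to 1.00 for neutrophil markers, from 0.0384 to 0.15 for phagosome, from 1.93 to 3.09 for platelet markers, from -0.49 to -0.22 for T cell markers, from 0.57 to 0.74 for TNF signaling, from 0.80 to 1.07 for interferon response, from 1.00 to 1.08 for SREBP1 targets. Spearman's rho between RNA and H3K27ac ran from 0.23 to 0.30 and Pearson's r from 0.14 without BSA replicate 2 to 0.39. Neutrophil markers changed sign in some of these fits.

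Of 81 genes named in monocytes, 54 kept their direction and side of the threshold under every alternative that tested them. These 54 also moved by less than their replicate spread with each library left out. There were 9 such alternatives, but some named genes were tested in fewer, such as *IL24* and *CSF2* in 8 and *LAT* in 7. Under some alternatives 5 became weaker and 4 stronger, 18 moved by more than their spread when a library was left out, and *EFR3A* changed sign with offsets (0.0923). For GapmeR 1, 22 of 38 genes met both conditions, 8 became weaker, 3 stronger and 5 moved. For GapmeR 2, 22 of 38 met them, 7 became weaker, 4 stronger, 4 moved, and *AGRN* (-0.15) and *NPL* (-0.028) changed sign with offsets. With single libraries left out the sign changed for 1 gene in monocytes, 6 for GapmeR 1 and 7 for GapmeR 2, of which 0 had an adjusted p under 0.05 with all libraries.

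The counts showed no clear pairing of samples by replicate number, which does not exclude a shared donor. The correlation of same-numbered deviations was -0.04 in monocytes and -0.09, 0.13 and -0.23 between the THP1 groups, and no source names a shared donor or day. A replicate block gave 1541 genes higher and 1515 lower in monocytes, 40 and 100 for GapmeR 1, and 676 and 128 for GapmeR 2. Under the replicate block platelet markers had a median of 3.03 (adjusted p = 0.0407) and Spearman's rho with H3K27ac was 0.26. No other list passed or lost the threshold under it.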

Differences from the paper's values

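The Fisher's exact tests of the gene lists and the offsets for GC content and length were chosen only after the results were seen.

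The log2FC of 19 genes could be read by eye from Fig. 3B, and all 19 of the values from the counts were within reading error of it, with a largest gap of 0.0725. Under other settings set before the data were seen, the following values lay further off than both the spread of their replicates and the reading error. With upper-quartile normalization *TPCN2* was 0.38 (about 0.5 read by eye), *HDAC9* 2.44 (about 2.6) and *ITGAX* 0.38 (about 0.5). Without BSA replicate 2 *PCSK6* was 1.63 (about 1.8) and *GLIS3* 2.06 (about 2.4), and without BSA replicate 1 *HDAC9* was 2.48. Other gaps were as large but within the replicate spread of the gene, such as *SLC25A37* (about 2.8 read by eye), from 2.52 to 3.03, *GDF15* (about 3), from 2.76 to 3.17, *PAX8* (about 0.2), from 0.0444 to 0.42, and *ZEB2* (about -0.3), from -0.52 to -0.14, with single libraries left out. *LINC00656* (about 1.3 read by eye), with 2 and 3 reads with BSA and 13 and 9 with PA, was under the count filter. With no filter it was 1.33, and it went from 0.55 to 1.76 with single libraries left out. Some statements on single genes did. The paper names *TLR1* among upregulated genes, and its log2FC here was 0.17 (adjusted p = 0.340, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). None of the alternatives set before the data were examined called it, and neither did the thinning or the offsets (adjusted p from 0.0529 to 0.641). The paper names *ZEB2* among genes with reduced expression, and its log2FC of -0.34 had an adjusted p of 0.0706 (same test). With upper-quartile normalization (-0.43, adjusted p = 0.0284) and with no filter on low counts (-0.32, adjusted p = 0.0413) it was under 0.05. The other alternatives set before the data were examined did not call it, nor did the thinning or the offsets, over a range from 0.0284 to 0.503.

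In the heatmap of Fig. 2D, all 24 tested genes shown as higher and all 12 shown as lower had the same direction here. Besides *TLR1*, *MGLL*, *LTBR*, *PTGS1* and *CD300LF* did not reach an adjusted p of 0.05. With offsets, chosen after the data were seen, *PTGS1* did (0.37, adjusted p = 0.0279, from 0.0279 to 0.347 over the alternatives).

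The paper reports the hematopoietic cell lineage and phagosome pathways as enriched among downregulated genes. By camera neither hand-written list shifted (medians -0.40 and 0.08). The hematopoietic list passed with at least 10 counts in every sample (-0.74, adjusted p = 0.0481), a filter that drops genes near 0 in either condition. It took the genes called higher in this list from 20 to 10 and those called lower from 24 to 22, so the shift follows from the genes removed. Fisher's exact test among the genes lower, chosen after these results were seen, called both lists (odds ratios 4.19 and 2.29), and it also called the hematopoietic list among the genes higher (odds ratio 3.25).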

Other observations

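In the test of the monocyte share, the limit of 10 CPM on the marker that rose most was chosen only after the result was seen, and the other tests of this part were set earlier.

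The paper reports that PA raised *CD36* in THP1 macrophages and CD14+ macrophages. In the CD14+ monocytes, *CD36* (ENSG00000135218, chromosome 7 from 79998891 to 80308593) fell from 550 ± 50.4 CPM with BSA to 19.0 ± 6.61 CPM with PA (SD, n = 2), a log2FC of -4.85 (standard error 0.216, adjusted p = 1.49e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). These cells were not differentiated to macrophages, and an effect of that difference was not tested.

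Genes that the paper measured by RT-qPCR in THP1 cells changed as follows in the monocytes. *IL1B* rose from 13.4 ± 0.0339 to 2984 ± 182 CPM (log2FC 7.79, adjusted p = 5.01e-10, same test), *TNF* from 14.5 ± 0.238 to 75.9 ± 8.65 CPM (2.38, adjusted p = 1.68e-07) and *OSBPL8* from 183 ± 26.7 to 416 ± 18.6 CPM (1.18, adjusted p = 2.31e-05). *MGAT4A* fell from 294 ± 50.3 to 36.6 ± 9.32 CPM (-3.01, adjusted p = 1.72e-07), *IDH2* from 209 ± 26.8 to 42.0 ± 2.94 CPM (-2.31, adjusted p = 1.27e-07) and *HRH2* from 3.13 ± 0.423 to 0.894 ± 0.311 CPM (-1.82, adjusted p = 0.00294). PARAIL, the lncRNA beside *RIPK2*, rose from 5.69 ± 0.830 to 36.8 ± 7.93 CPM (2.64, standard error 0.209, adjusted p = 1.25e-06, same test).

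Fig. 2D shows genes typical of lymphocytes (*CD27*, *LAT*, *CCR7*, *RASGRP1*) as higher with PA. A larger share of T cells in the PA libraries was tested as an explanation. The median log2FC of 19 tested T cell markers was -0.32, 4 of them positive (adjusted p = 0.578, camera). *TRBC2* and *CD3D*, named before the test among the abundant markers, went from 3.19 to 2.8 CPM and from 2.64 to 1.54 CPM with PA. *CCR7* and *RASGRP1* reached 67.9 and 130 CPM with PA (log2FC 4.04 and 4.84). More T cells would have raised their abundant markers too, so the test argues against it. What raised *CCR7* and *RASGRP1* stays open.

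A lower share of monocytes in the PA libraries was tested as an explanation for the lower phagocytosis and efferocytosis genes. The median log2FC of 19 classical monocyte markers was -1.06, 4 of them positive (adjusted p = 1.17e-07, camera), but they moved apart. *VCAN* rose from 33.6 to 88.1 CPM (log2FC 1.35, standard error 0.161, adjusted p = 3.56e-05, same test as above). *S100A12* rose more (3.10, standard error 0.4) but had under 10 CPM, *SERPINA1* rose (0.43, standard error 0.117) and *S100A9* did not change (-0.12, standard error 0.156), while *FCN1* (-3.15, standard error 0.159) and *LYZ* (-2.38, standard error 0.172) fell. Markers of other cell types did not move alike. B cell markers had a median of 0.02 over 11 genes (adjusted p = 0.784), NK cell markers 0.53 over 8 genes (adjusted p = 0.121), platelet markers 2.8 over 5 genes (adjusted p = 0.0716) and neutrophil markers -0.39 over 6 genes (adjusted p = 0.748), all by camera. With fry, which does not set a list against the other genes, NK cell markers (adjusted p = 0.0324) and platelet markers (adjusted p = 0.0134) were called higher. More platelet or NK cell RNA with PA stays open. A change of state in the monocytes may account for the lower markers, as a hypothesis. Genes typical of a fatty acid response through PPAR receptors had a median of -0.31 over 28 genes, 11 of them positive (adjusted p = 0.17, camera).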
